# Extracellular matrix stiffness and cell contractility control RNA localization to promote cell migration

**DOI:** 10.1038/s41467-017-00884-y

**Published:** 2017-10-12

**Authors:** Tianhong Wang, Susan Hamilla, Maggie Cam, Helim Aranda-Espinoza, Stavroula Mili

## Abstract

Numerous RNAs are enriched within cellular protrusions, but the underlying mechanisms are largely unknown. We had shown that the APC (adenomatous polyposis coli) protein controls localization of some RNAs at protrusions. Here, using protrusion-isolation schemes and RNA-Seq, we find that RNAs localized in protrusions of migrating fibroblasts can be distinguished in two groups, which are differentially enriched in distinct types of protrusions, and are additionally differentially dependent on APC. APC-dependent RNAs become enriched in high-contractility protrusions and, accordingly, their localization is promoted by increasing stiffness of the extracellular matrix. Dissecting the underlying mechanism, we show that actomyosin contractility activates a RhoA-mDia1 signaling pathway that leads to formation of a detyrosinated-microtubule network, which in turn is required for localization of APC-dependent RNAs. Importantly, a competition-based approach to specifically mislocalize APC-dependent RNAs suggests that localization of the APC-dependent RNA subgroup is functionally important for cell migration.

## Abstract (web summary)

Adenomatous polyposis coli (APC) regulates the localization of some mRNAs at cellular protrusions but the underlying mechanisms and functional roles are not known. Here the authors show that APC-dependent RNAs are enriched in contractile protrusions, via detyrosinated microtubules, and enhance cell migration.

## Introduction

Cell migration is important in a number of physiological processes and disease conditions. During movement, cells asymmetrically extend diverse protrusions towards the front, controlled by the physical properties of the extracellular matrix and the activation status of signaling pathways controlling the actin cytoskeleton. The protrusive front engages in new adhesions with the extracellular matrix, pulling the cell forward^1–3^.

It is well appreciated that the formation and maintenance of the polarized state observed in protrusions involves a complex series of interconnected signaling feedbacks^3, 4^. An additional mechanism, however, used in diverse polarized cells, involves asymmetric localization of messenger RNA (mRNA) molecules^5, 6^. Such localized mRNAs contribute to the generation and maintenance of asymmetries mainly through local translation of protein factors^7^. Specific RNAs, RNA-binding proteins, and translation factors are found concentrated at the leading edge and protrusions of migrating cells^8, 9^. Global identification of RNAs from isolated protrusions has revealed a large number of mRNAs that are enriched in protrusions of diverse cell types^10–13^. Significantly, preferentially inhibiting translation at protrusions leads to protrusion destabilization, suggesting that local translation of some of these RNAs is functionally relevant^11^. The exact functional contributions of these localized RNAs, though, are not known.

The mechanisms underlying localization of protrusion-enriched RNAs are poorly understood. There are indications that separate pathways, regulated by distinct RNA-binding proteins, are responsible for targeting RNAs at protrusive regions^14^. The mRNAs encoding β-actin and subunits of the Arp2/3 complex are localized in lamellipodia^8, 15^. Localization and translation of β-actin mRNA is controlled by the ZBP1/IMP1 RNA-binding protein, and interfering with ZBP1 function, or altering its expression levels, affects the distribution of new actin filament nucleation, the directionality of cell migration and the invasiveness of cancer cells^15–17^. An apparently distinct localization pathway relies on the adenomatous polyposis coli (APC) protein. Several RNAs are enriched in protrusions of migrating fibroblasts. These RNAs do not include the β-actin and Arp2/3 subunit mRNAs, and at least some of them require APC for their localization^13^. APC was recently described as a novel RNA-binding protein^18^ and associates with protrusion-enriched RNAs in ribonucleoprotein complexes (APC-RNPs)^13^. At the tips of protrusions APC-RNP complexes are anchored at the plus ends of a specific subset of stable microtubules (MTs), which are marked by detyrosination of the alpha-tubulin subunit^13^ (termed detyrosinated microtubules or Glu-MTs, because of the penultimate glutamate residue that is exposed upon removal of the C-terminal tyrosine).

Consistent with the local involvement of RNAs in protrusion formation, signaling pathways activated during cell migration control localization of RNAs at protrusions. The Src tyrosine kinase, which is activated upon integrin engagement^19^, locally associates with and phosphorylates ZBP1, promoting translation and local production of β-actin^20^. Local activation of the RhoA GTPase, a central regulator of the actin cytoskeleton, is required for localization of β-actin and Arp2/3 subunit RNAs in lamellipodia and for RNA accumulation in protrusions of tumor cells^21–23^. Signaling during cell migration can additionally be mediated by mechanotransduction events, whereby stiffness of the extracellular matrix (ECM) is sensed through mechanosensitive adhesion receptors^24, 25^. Interestingly, applying mechanical tension to cell surface integrin receptors promotes ribosome and mRNA recruitment at the site of stress^26^. However, the exact underlying mechanisms linking mechanical tension to RNA targeting, as well as the identities of the relevant localized RNAs, are not known.

Here we use protrusion-isolation schemes coupled with RNA-Seq to look into the regulation of RNAs enriched in protrusions of fibroblast cells. We show that protrusion-enriched RNAs are not all coordinately regulated, but can be distinguished into two groups based on their dependence on APC. APC-dependent RNAs encode factors involved in processes such as cellular organization and signaling, while APC-independent RNAs encode factors involved in protein synthesis and gene expression and are exemplified by ribosomal protein (r-protein) mRNAs. APC-dependent and APC-independent mRNAs are additionally distinguished by their preferential enrichment in distinct types of protrusions, which appear to exhibit different levels of contractility. Indeed, actomyosin contractility and increased stiffness of the ECM promote localization of APC-dependent RNAs. The underlying mechanism involves activation of a RhoA-mDia1 signaling pathway that promotes formation of a detyrosinated-microtubule network, which in turn is required for localization of APC-dependent RNAs. To address the functional relevance of this mechanism we used a competition-based approach to preferentially mislocalize APC-dependent RNAs. Importantly, this perturbs the efficiency of cell migration on both 2D and 3D substrates. This study describes novel links between mechanosensitive regulation of the microtubule cytoskeleton and RNA localization events important during cell migration.

## Results

### A subset of protrusion-enriched RNAs require APC

We had previously employed a fractionation scheme that relies on the use of microporous filters to isolate protrusions and cell bodies of fibroblast cells. Using this method, coupled with microarray analysis, we had found that several mRNAs are enriched in protrusive areas. Focusing on a few candidate mRNAs, such as those encoding the Rab13 GTPase or the Pkp4 plakophilin, we had shown that they associate with and depend on the tumor-suppressor protein APC for their localization^13^. Here, to determine whether all RNAs enriched in fibroblast protrusions depend on APC for their localization, we compared control cells to APC knockdown cells, which express ca. 30% of normal APC levels (Supplementary Fig. 1a). Four independent replicates of “protrusion” (Ps) and “cell body” (CB) fractions from each cell type were analyzed by RNA-Seq. Principal component analysis showed that replicates cluster together, indicating good reproducibility (Supplementary Fig. 1b). Scatter plots of average expression values showed that most RNAs were equally present in Ps and CB fractions (Supplementary Fig. 1c). To identify RNAs localized at protrusions, we calculated a Ps/CB enrichment ratio. RNAs that were significantly enriched in protrusions of control cells (fold change (FC) > 2, *p*-value < 0.05, Methods section) were considered Ps-enriched and they corresponded to ca. 7% of detected RNAs (914 of 13015 RNAs) (Fig. 1a and Supplementary Data 1). To determine how enrichment of these RNAs was affected by APC knockdown, we assessed the log_2_ FC difference between control and APC knockdown cells, log_2_(Diff FC) = log_2_(FC_APCKD_)−log_2_(FC_control_). Positive values indicate increased enrichment, while negative values indicate decreased enrichment upon APC knockdown. As seen in Fig. 1b, a subset of Ps-localized RNAs became less enriched upon APC knockdown shifting the cumulative fraction plot to negative values (red line; “Ps-enriched in control”). Interestingly, the remaining Ps-localized RNAs were not affected, with log_2_Diff FC values centering around zero. These results indicate the existence of distinct RNA subsets that differentially depend on APC for their localization at protrusions. By contrast, log_2_Diff FC values of non-localized RNAs predominantly centered around zero (blue line; “Non-localized in control”), indicating that APC knockdown does not result in considerable overall changes in RNA distributions, and underscoring the specificity of the observed effects (Fig. 1b).

**Fig. 1:**
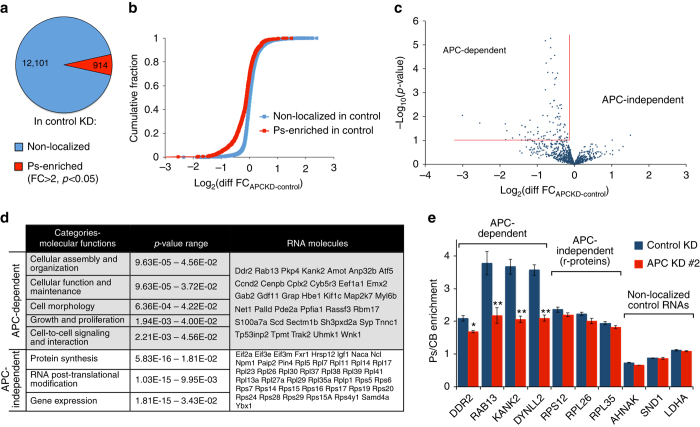
Distinct RNA groups are targeted at protrusions through APC-dependent and APC-independent pathways. **a** Pie chart of non-localized or protrusion (Ps)-enriched RNAs in control knockdown (KD) cells from 4 replicate experiments. Cutoffs for Ps-enrichment were set at FC > 2 and *p*-value < 0.05. **b** Cumulative fraction plot of log2 fold-change differences between control and APC knockdown cells, for RNAs non-localized or localized in protrusions of control cells. **c** For all Ps-localized RNAs of control cells, the log_2_ differences in FC values between control and APC knockdown cells were plotted against the corresponding *p*-values. Applying the cutoffs marked by the red lines (see Supplementary Data 1 for details), Ps-localized RNAs were distinguished into APC-dependent and APC-independent groups. **d** Categories of molecular functions, derived through IPA analysis, significantly represented in APC-dependent and APC-independent RNA groups. The identities of the RNAs included in the groups are listed. **e** Control or APC knockdown cells were fractionated into Ps and cell body (CB) fractions. The indicated RNAs were detected through nanoString analysis to calculate Ps/CB enrichment ratios (*n* = 3; error bars: standard error). *p*-value: **< 0.0001, *< 0.04 by analysis of variance with Bonferroni’s multiple comparisons test against the corresponding control

We applied stringency cutoffs based on log_2_(Diff FC) and *p*-value (Fig. 1c, red lines and detailed in Supplementary Data 1) in order to distinguish Ps-localized RNAs into APC-dependent and APC-independent groups. These groups contain 91 and 821 RNAs respectively (Supplementary Data 1), and we examined the functional categories associated with each group. Ingenuity pathway (IPA) analysis revealed that APC-dependent and APC-independent RNAs are associated with quite distinct functional classes (Fig. 1d and Supplementary Data 2). APC-dependent RNAs are enriched for factors involved in molecular processes such as cellular assembly, organization, morphology, growth, and cell-to-cell signaling. RNAs represented in these categories include *Pkp4*, *Rab13*, *Ddr2*, and *Kank2*, consistent with our prior studies identifying them as being dependent on APC^13^. On the other hand, APC-independent RNAs are enriched for factors involved in protein synthesis and gene expression (Fig. 1d and Supplementary Data 2). Among APC-independent RNAs, a prominent group corresponds to r-protein mRNAs, which encode the ca. 80 protein constituents of the 40S and 60S ribosomal subunits. Indeed, virtually all r-protein mRNAs were enriched  > 1.5 fold in fibroblast protrusions (Supplementary Data 1). We have been focusing on r-protein mRNAs as representatives of the APC-independent localized group.

To validate the existence of APC-dependent and APC-independent RNA groups and to rule out any contribution of bias introduced by complementary DNA (cDNA) generation and amplification during RNA-Seq library preparation, we additionally analyzed Ps and CB RNAs using the nCounter nanoString technology that allows direct RNA detection and counting without amplification. We included probes to detect all r-protein mRNAs (79 of them were reliably detected), 10 selected APC-dependent RNAs as well as a set of non-localized control RNAs (Fig. 1e shows representative mRNAs of each group and Supplementary Fig. 2 the complete data set). The control RNAs were selected because of their behavior as diffusely distributed RNAs, at least in NIH/3T3 fibroblasts, based on our prior RNA-Seq, microarray and in situ hybridization analyses. Consistent with the results described above, both the r-protein and the candidate APC-dependent RNAs exhibited a higher degree of enrichment in protrusions compared to the non-localized controls. Furthermore, APC knockdown preferentially reduced the enrichment of all APC-dependent RNAs tested, while minimally affecting the enrichment of r-protein mRNAs in protrusions (Fig. 1e and Supplementary Fig. 2). Similar results were obtained when knocking down APC using small interfering RNAs (siRNAs) targeting a different region (Supplementary Fig. 3a, b), indicating that the observed effects are indeed due to loss of APC expression. These results, thus, validate the existence of two distinct groups of Ps-localized RNAs, which are distinguished by their dependence on APC.

### Distinct RNA enrichment patterns in different protrusions

Examination of the above data sets revealed another distinction between the two localized RNA groups. APC-dependent RNAs were consistently enriched at protrusions to a higher degree than the APC-independent r-protein mRNAs. This difference is observed both for the select RNAs detected in the nanoString analysis (Fig. 1e and Supplementary Figs. 2 and 3a) as well as for the complete groups derived from RNA-Seq (Supplementary Fig. 3c). This pattern of RNA enrichments was observed in protrusions extended through pores of 3 μm in diameter. Under these conditions, the cells extend long protrusions through the microporous filter that reach and spread on its undersurface. These protrusions contain well-developed cytoskeletal structures, including microtubules and actin cables (Fig. 2a, left panels).

**Fig. 2:**
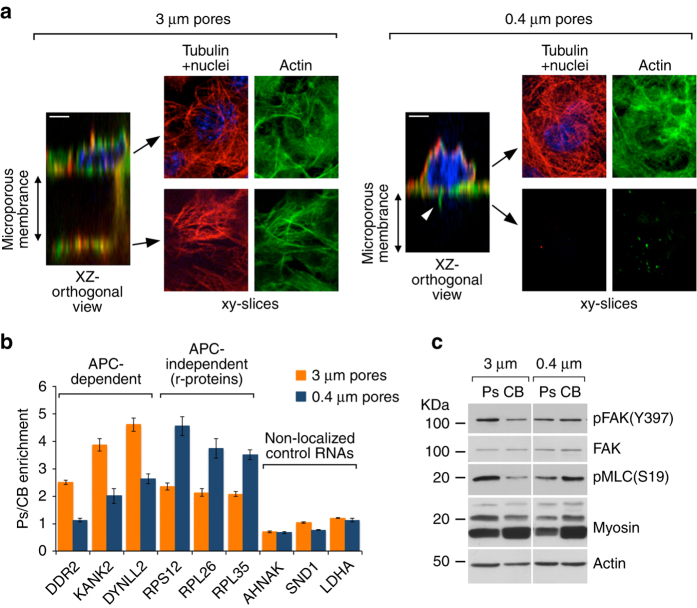
APC-dependent and APC-independent RNAs are enriched in different types of protrusions, associated with high or low levels of contractility. **a** NIH/3T3 fibroblast cells were plated on microporous filters containing pores of 3 or 0.4 μm in diameter. The cells were induced to extend protrusions by addition of LPA in the bottom chamber and were subsequently fixed and stained to detect actin (green), tubulin (red), and nuclei (DAPI, blue). Confocal xy-slices through the cell body or protrusions, or xz-orthogonal views are shown. Scale bars: 4 μm. **b** Ps and CB fractions were isolated from cells extending protrusions through 3 or 0.4 μm pores. The indicated RNAs were detected through nanoString analysis to calculate Ps/CB enrichment ratios (*n* = 3; error bars: standard error). **c** Ps and CB fractions, of cells extending protrusions through 3 or 0.4 μm pores, were analyzed by western blot to detect the indicated proteins. Results are representative of two independent repeats

To test whether the type of protrusion would have an impact on the pattern of enriched RNAs, we isolated protrusions from cells plated on filters containing pores of 0.4 μm in diameter. In this case, the cells extend smaller protrusions that do not reach the undersurface. These protrusions contain actin but relatively few microtubules and are reminiscent of filopodia (Fig. 2a, right panels). Analysis of RNA enrichment in these filopodia-like protrusions strikingly revealed a reversed RNA localization pattern. Specifically, r-protein mRNAs were now enriched to a higher degree while enrichment of APC-dependent RNAs was reduced, in contrast to the distribution exhibited in the larger protrusions (Fig. 2b shows representative RNAs and Supplementary Fig. 4 the complete data set). These data show that APC-dependent and APC-independent RNAs differ not only in terms of their dependence on APC but are also preferentially enriched in distinct types of protrusions.

### Myosin levels correlate with APC-dependent RNA localization

We further sought to understand what feature might underlie the difference in enrichment of APC-dependent RNAs. As previously observed, the larger protrusions extending through the 3 μm pores are enriched in activated FAK, phosphorylated at Y397 (pFAK(Y397)) (Fig. 2c)^13, 27^. This finding is consistent with the formation of new focal adhesions, which can in turn anchor contractile actomyosin stress fibers. Indeed, abundant actin bundles are observed in these protrusions (Fig. 2a) and western blot (WB) analysis shows an enrichment of activated, phosphorylated myosin light chain (pMLC) associated with higher contractile activity (Fig. 2c)^28^. By contrast, the protrusions extending through the 0.4 μm pores do not show an enrichment of pFAK(Y397) and are rather depleted both for myosin as well as for pMLC (Fig. 2c). These results, thus, indicate that the large and small protrusions might exhibit different levels of contractility. APC-dependent RNAs are enriched in protrusions that apparently exhibit increased contractility, while their enrichment is reduced in the likely less contractile, filopodia-like protrusions.

### Substrate stiffness promotes APC-dependent RNA localization

To test whether, indeed, actomyosin contractility is responsible for the increased accumulation of APC-dependent RNAs at protrusions, we used fibronectin-coated polyacrylamide gels of different stiffness. On softer substrates, fibroblasts exert less traction force and are less contractile than on stiffer substrates^29, 30^. Indeed, NIH/3T3 cells plated on soft, fibronectin-coated 1 kPa gels, are mostly round with a small spreading area (Fig. 3b and Supplementary Fig. 5a)^31^. However, when they are plated on gels of intermediate (5 kPa) or high (280 kPa) stiffness, the spreading area increases concomitant with the formation of longer protrusions (Fig. 3b and Supplementary Fig. 5a). Additionally, measurement of traction forces confirms that on substrates of increased stiffness the cells exert higher traction forces reflecting higher contractility (Fig. 3c).

**Fig. 3:**
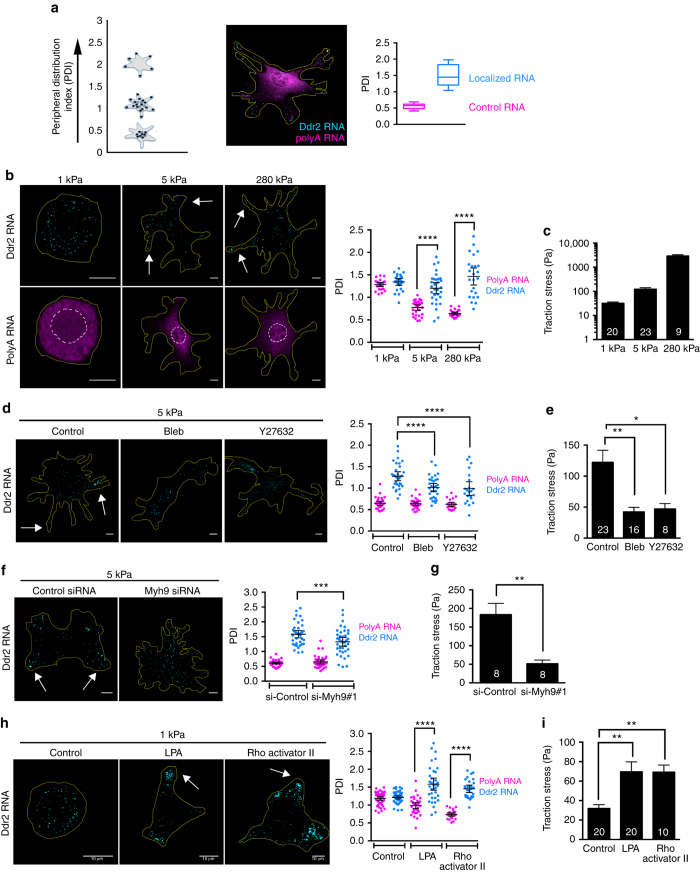
Increased substrate stiffness and actomyosin contractility enhance APC-dependent RNA localization. **a** Left panel: schematic depicting changes in PDI index values for the indicated hypothetical RNA distributions. Higher PDI values reflect more peripheral RNA distributions. Middle panel: in situ hybridization of Ddr2 RNA (localized, cyan) and polyA RNA (control, magenta) in a representative cell on glass. Right panel: corresponding PDI values from a population of cells. Note that, in order to compare cytoplasmic distributions, signals within the nuclear area are subtracted prior to calculation of PDI values. This creates an apparent increase in PDI, which is disproportionately observed on 1kPa substrates (e.g., in panels **b**, **h**), because of the larger relative area covered by the nucleus. **b** Representative Ddr2 and polyA RNA distributions on substrates of varying stiffness, and corresponding PDI values. Arrows point to peripheral Ddr2 RNAs. **c** Traction force microscopy analysis on substrates of the indicated stiffness. **d** Representative Ddr2 RNA distributions and PDI values of cells treated with blebbistatin (Bleb) or Y27632, plated on 5 kPa substrates. **e** Traction force microscopy analysis of cells treated as in **d**. **f** Representative Ddr2 RNA distributions and PDI values of control cells or cells knocked-down for Myosin heavy chain IIA, Myh9, plated on 5kPa substrates. **g** Traction force microscopy analysis of cells treated as in **f**. **h** Representative Ddr2 RNA distributions and PDI values of control cells or cells treated with LPA or Rho activator II, plated on 1 kPa substrates. **i** Traction force microscopy analysis of cells treated as in **h**. For all PDI quantifications, bars represent the mean with 95% confidence interval. Points indicate individual cells analyzed in at least two or more independent experiments. For all traction force analyses, error bars represent standard error and *n*-values are indicated within each bar. *p*-values: ****<0.0001, ***<0.001, **<0.01, *<0.05 by analysis of variance (**b**–**f**, **h**, **i**) or Mann–Whitney test (**g**). Scale bars: 10 μm. Yellow lines: cell outline; white dashed line: nuclear outline

To visualize RNA distributions, we used high-resolution fluorescence in situ hybridization. As we had previously reported, APC-dependent RNAs, such as *Ddr2*, *Pkp4*, and *Rab13* are observed accumulating at the cell periphery or at the tips of protrusions in cells grown on two-dimensional glass surfaces^13, 32^. We focused on the *Ddr2* RNA, encoding the Discoidin domain collagen receptor 2, as a representative APC-dependent RNA. As internal controls, we detected either specific, diffusely distributed RNAs (*Arpc3*, *RhoA*), or the overall distribution of polyadenylated RNAs (polyA RNA), visualized through oligo(dT) hybridization. Furthermore, to quantitatively assess RNA distributions in populations of cells, we developed a method, adapted from Park et al.^33^, to derive a metric termed the peripheral distribution index (PDI) (Fig. 3a). This index is derived by calculating the second moment of RNA pixel intensity positions relative to the centroid of the nucleus. To account for differences in cell shape, the second moment of RNA is normalized to the second moment of a hypothetical uniform distribution, derived from a binary mask image of each cell. Therefore, PDI = 1 indicates a uniform, diffuse signal, PDI < 1 a perinuclear, central signal, while PDI > 1 indicates a peripheral signal (Fig. 3a). We note that in practice, when detecting polyA RNA, the signal within the nuclear area is subtracted prior to calculation of PDI values. This creates an apparent increase in PDI, which is more pronounced in cells with small spreading area (see Methods section for details and additional considerations for PDI analysis). Overall, PDI assessment can distinguish diffusely distributed from peripherally localized RNAs within a population of cells (Fig. 3a).

Assessment of *Ddr2* RNA distribution on substrates of varying stiffness revealed that, on soft (1kPa) substrates, the *Ddr2* RNA was not localized, but was distributed similar to the overall polyA RNA population, as evidenced by the comparable PDI indices (Fig. 3b). On intermediate (5 kPa) or stiff (280 kPa) substrates, polyA RNA distribution became more perinuclear (reflecting the larger cytoplasmic volume around the nucleus) with only a small proportion reaching into the protrusive regions (which contain a thinner layer of cytoplasm). This change in polyA RNA distribution is reflected in the lower PDI values (Fig. 3b). By contrast, the *Ddr2* RNA was preferentially localized towards the peripheral protrusions or accumulated at their tips (Fig. 3b), reflected in the higher PDI values compared to the PDI values of polyA RNAs in the same cells. We have observed similar results for the APC-dependent RNAs *Pkp4* and *Cyb5r3*, but not for the non-localized *RhoA* RNA (Supplementary Fig. 5b, c). Furthermore, plating on different substrates does not appreciably change the expression levels of APC-dependent RNAs (Supplementary Fig. 5d). Therefore, increased substrate stiffness enhances the peripheral localization of APC-dependent RNAs.

To directly test the role of actomyosin contractility on APC-dependent RNA localization, we used pharmacological and RNAi approaches to manipulate either myosin II activity or the RhoA-ROCK pathway, which promotes cellular contractility through myosin light chain phosphorylation^34^. Inhibition of myosin II, upon blebbistatin treatment, or inhibition of ROCK, using the specific inhibitor Y27632, resulted in reduced cellular contractility, on substrates of intermediate stiffness, as assessed through traction force microscopy (Fig. 3e). Importantly, this effect was accompanied by a significant reduction in the peripheral localization of *Ddr2* RNA (Fig. 3d). Similar reduction in traction stress and *Ddr2* RNA localization was observed upon knockdown of the myosin heavy chain IIA, Myh9, using different siRNAs (Fig. 3f, g and Supplementary Fig 6a).

We further tested whether, conversely, inducing contractility of cells on soft 1 kPa substrates would be sufficient to promote RNA localization at protrusions. For this, we used two different ways of activating RhoA to stimulate actomyosin contraction. Treatment with lysophosphatidic acid (LPA) or treatment with the Rho Activator II, which is based on a bacterial toxin and induces RhoA activation by blocking its intrinsic and GAP-stimulated GTPase activity. Indeed, in both cases, treated cells became more elongated, increased their spreading area and exerted more traction stress compared to control cells (Fig. 3i and Supplementary Fig. 5e). Significantly, LPA treatment as well as treatment with RhoA Activator II preferentially increased the peripheral accumulation of *Ddr2* RNA compared to polyA RNA (Fig. 3h). Taken together, these data indicate that RhoA activation and actomyosin contractility are both necessary and sufficient to promote APC-dependent RNA localization at cell protrusions.

### ECM stiffness and actomyosin contractility regulate Glu-MTs

While the above data reveal a requirement for actomyosin contractility, our previous studies indicated that APC-dependent RNAs associate with the microtubule cytoskeleton and specifically with stable Glu-MTs. We thus investigated whether changes in contractility affect Glu-MTs. Less contractile cells, on soft 1 kPa substrates, had barely any visible Glu-MTs, despite the presence of an obvious microtubule network (Fig. 4a). By contrast, a large proportion of the more contractile cells, on 5 or 280 kPa, exhibited well-defined Glu-MTs (Fig. 4a). A similar increase in Glu-tubulin levels as substrate stiffness increases was also detected by WB (Supplementary Fig. 6b). Furthermore, increasing or decreasing contractility led to corresponding changes of the Glu-MT network. Specifically, on substrates of intermediate or high stiffness, treatment with blebbistatin or Y27632, decreased or abolished Glu-MTs in the cell body and overall reduced the number of cells with developed Glu-MT network (Fig. 4b). On the other hand, formation of Glu-MTs was induced on soft substrates upon treatment with LPA or Rho Activator II (Fig. 4c). We thus conclude that actomyosin contractility is required for formation of the detyrosinated-MT network and concomitantly affects the localization of APC-dependent RNAs.

**Fig. 4:**
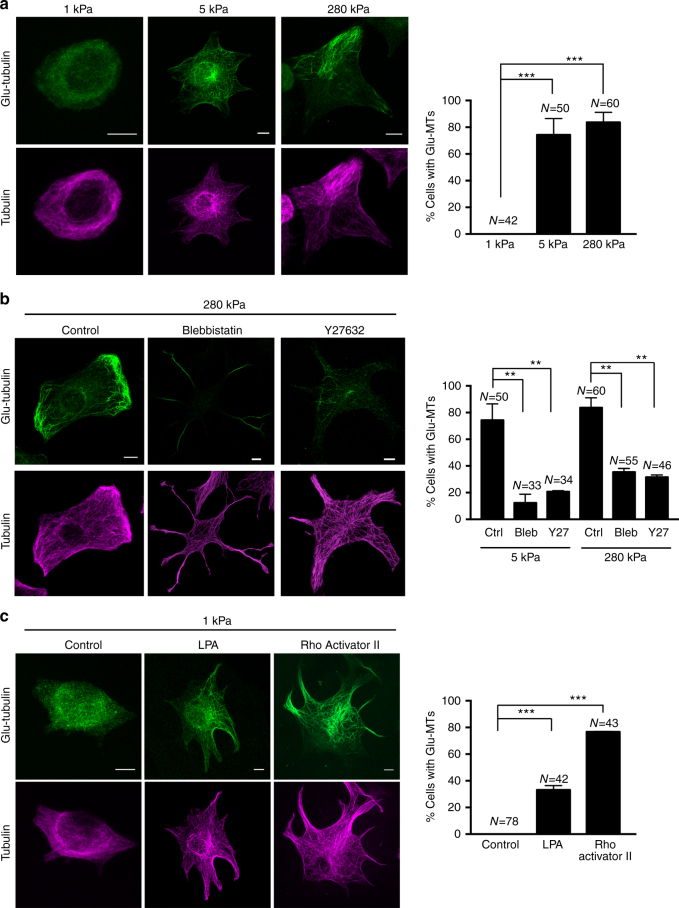
Actomyosin contractility is required for formation of the detyrosinated-microtubule network. Representative immunofluorescence staining images of Glu-tubulin or total alpha-tubulin. Graphs show corresponding percentages of cells exhibiting a Glu-MT network. **a** Cells were plated on substrates of the indicated stiffness. **b** Cells on 5 or 280 kPa substrates were treated with Blebbistatin or Y27632. We note that cells treated with Blebbistatin mostly retain Glu-tubulin staining within their long, thin protrusions. Cells were scored for the presence of Glu-MTs within the main cell body. **c** Cells on 1 kPa substrates were treated with LPA or Rho activator II. Error bars: standard error. *N*: total number of cells observed in two or more biological replicates. *p*-values: ***< 0.001, **< 0.01 by analysis of variance with Bonferroni’s multiple comparisons test. Scale bars: 10 μm

### Contractility regulates RNA localization through Glu-MTs

To understand whether the effect on Glu-MTs might be causatively connected to RNA localization, we modulated Glu-MT levels by manipulating the enzymes involved in their formation. Glu-MTs are formed upon removal of the C-terminal tyrosine of α-tubulin by tubulin carboxypeptidase (TCP) (Fig. 5a). Even though the gene encoding TCP is unknown, the chemical compound Parthenolide inhibits TCP activity and reduces formation of Glu-MTs^35^ (Supplementary Fig. 6c). The action of TCP can be reversed by tubulin tyrosine ligase (TTL), which adds back the C-terminal Tyrosine. Knockdown of TTL, thus, increases the amount of Glu-MTs (Supplementary Fig. 6c). Contractile cells plated on 5 or 280 kPa substrates, briefly treated with Parthenolide showed a decrease in peripheral *Ddr2* RNA localization (Fig. 5b), indicating that Glu-MTs are necessary for localization of the *Ddr2* RNA. On the other hand, TTL knockdown cells plated on soft 1 kPa substrates exhibited a significant increase in peripheral *Ddr2* accumulation (Fig. 5c and Supplementary Fig. 6d). While it is likely that additional factors are required for APC-dependent RNA localization, these results suggest that Glu-MTs are necessary and, in certain cases, such as under low contractility conditions, are limiting for peripheral RNA localization.

**Fig. 5:**
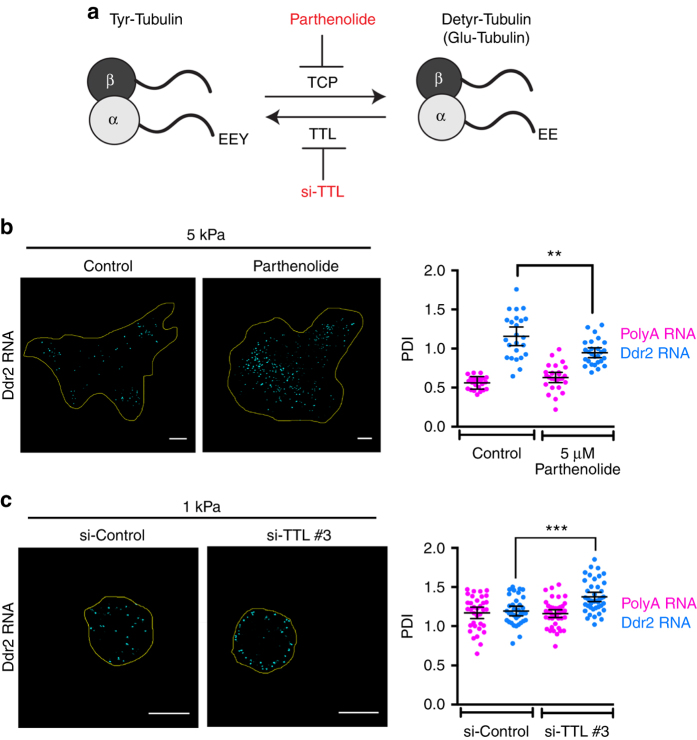
Detyrosinated microtubules are necessary and sufficient for the peripheral localization of Ddr2 RNA. **a** Schematic depicting the microtubule detyrosination cycle. Indicated is the C-terminal tyrosine residue removed by an unknown carboxypeptidase. The effects of parthenolide treatment or knockdown of tubulin tyrosine ligase (TTL) are also shown. **b** FISH analysis of control or parthenolide treated cells plated on 5 kPa substrates. Representative Ddr2 RNA distributions and PDI values of Ddr2 and polyA RNA are shown. **c** FISH analysis of control or TTL knockdown cells plated on 1 kPa substrates. Representative Ddr2 RNA distributions and PDI values of Ddr2 and polyA RNA are shown. For PDI quantifications, bars represent the mean with 95% confidence interval. Points indicate individual cells analyzed in at least two or more independent experiments. *p*-values: ***< 0.001 by analysis of variance with Bonferroni’s multiple comparisons test. Scale bars: 10 μm

Importantly, blocking microtubule detyrosination with Parthenolide suppressed the ability of LPA to enhance RNA localization on soft substrates (Fig. 6a). Furthermore, knocking down TTL, rescued detyrosinated microtubules in the presence of blebbistatin (Fig. 6c) and importantly, also rescued peripheral RNA localization in blebbistatin-treated cells (Fig. 6b). These data strongly suggest that actomyosin contractility affects APC-dependent RNA localization through impacting on the formation of the Glu-MT network, which in turn is necessary for the localization and/or anchoring of these RNAs at protrusions.

**Fig. 6:**
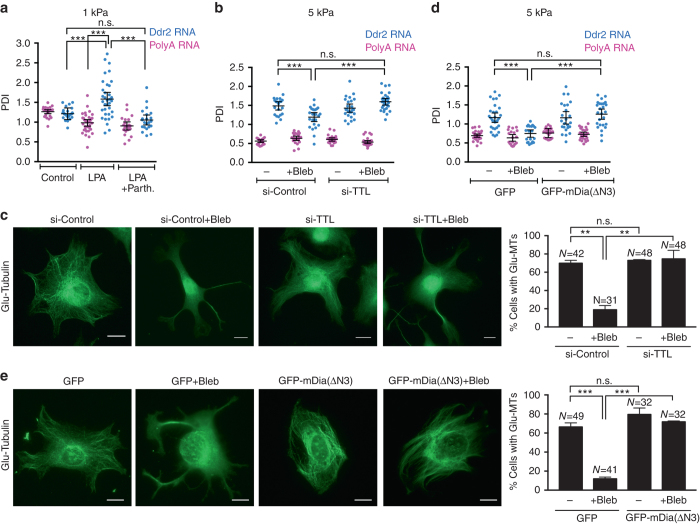
Detyrosinated microtubules mediate the effect of contractility on APC-dependent RNA localization at protrusions. **a** FISH analysis of cells on 1 kPa substrates treated with LPA alone or LPA together with parthenolide. PDI values of Ddr2 and polyA RNA are shown. **b** FISH analysis of control or TTL knockdown cells, treated or not with blebbistatin as indicated. Cells were plated on 5 kPa substrates. PDI values of Ddr2 and polyA RNA are shown. **c** Representative Glu-tubulin immunofluorescence staining of cells treated as in **b**. Graph shows corresponding percentages of cells exhibiting a Glu-MT network. **d** FISH analysis of cells transfected with GFP or GFP-mDia(ΔN3), treated or not with blebbistatin as indicated. Cells were plated on 5 kPa substrates. PDI values of Ddr2 and polyA RNA are shown. **e** Representative Glu-tubulin immunofluorescence staining of cells treated as in **d**. Graph shows corresponding percentages of cells exhibiting a Glu-MT network. For all PDI quantifications, bars represent the mean with 95% confidence interval. Points indicate individual cells analyzed in at least two or more independent experiments. For cell percentages, error bars show standard error and *N* is the total number of cells observed in two or more biological replicates. *p*-values: ***< 0.001, **< 0.01 by analysis of variance with Bonferroni’s multiple comparisons test. Scale bars: 10 μm

A factor implicated in Glu-MT regulation downstream of RhoA is the formin mDia^36, 37^. To assess the role of mDia1 in the mechanism connecting actomyosin contractility to APC-dependent RNA localization, we expressed a truncated mutant of mDia, GFP-mDia-(ΔN3), which lacks the N-terminal autoinhibitory domain and thus is constitutively active^38^. Expression of GFP-mDia-(ΔN3) in already contractile cells (5 kPa) resulted in a tendency to form parallel Glu-MT bundles, and only slightly increased the percentage of cells exhibiting a Glu-MT network without changing the peripheral distribution of the *Ddr2* RNA as assessed by its PDI index (Fig. 6d, e). However, in cells treated with blebbistatin to reduce contractility, GFP-mDia-(ΔN3) expression was sufficient to rescue both the formation of Glu-MTs as well as *Ddr2* RNA localization compared to cells treated with blebbistatin alone (Fig. 6d, e). These results indicate that actomyosin contractility regulates Glu-MTs and APC-dependent RNA localization likely through affecting the activity of mDia1.

### A competition scheme to mislocalize RNAs from protrusions

To address the functional role of APC-dependent RNA localization, we used a competition-based approach. We had previously shown that the 3′ untranslated regions (UTRs) of the *Pkp4* or *Rab13* transcripts were sufficient to target the non-localized *β-globin* RNA at protrusions, indicating that they contain a “protrusion-targeting” element^13^. Through testing deletion fragments, we now find that a 5′ region of the *Pkp4* 3′UTR (fragments PkpA12 and PkpA12.1), retain protrusion-localization activity (albeit not to the full extent), while a fragment encompassing the 3′ region (PkpB) was not able to direct *β-globin* RNA localization at protrusions (Fig. 7a and Supplementary Fig. 7a, b). These constructs were placed under a doxycycline-inducible promoter, and stably transduced fibroblast cell lines were derived. Expression was induced to > 60 fold over the corresponding endogenous *Rab13* or *Pkp4* RNAs (Supplementary Fig. 7c), with the expectation that high expression of localization-competent mRNAs would compete with and mislocalize the endogenous APC-dependent RNAs. Such competing UTR (cUTR) lines (expressing the β-globin coding sequence followed by the Rab13, Pkp4, PkpA12, or PkpA12.1 UTRs) were compared to the control lines (expressing the β-globin coding sequence followed by the β-globin UTR (HBB) or the non-localized PkpB UTR fragment). These non-localized constructs serve to control for non-specific effects that might be mediated through sequestration of RNA-binding factors unrelated to localization. The rationale being that effects mediated through titration of unrelated factors would not be expected to correlate with the presence of a protrusion-targeting signal within the overexpressed construct.

**Fig. 7:**
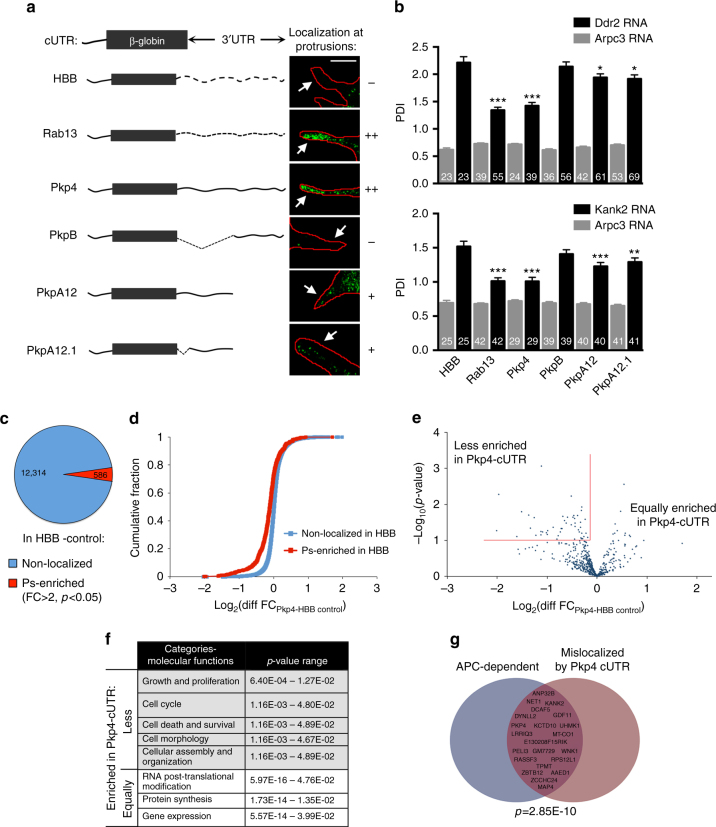
A competition-based approach preferentially mislocalizes APC-dependent RNAs from protrusions. **a** Schematic of exogenously expressed constructs containing the β-globin coding sequence followed by the indicated 3′UTRs (β-globin UTR (HBB; spaced dashed line); Rab13 UTR (dashed line), Pkp4 UTR (solid line), or deletion fragments of Pkp4 UTR (PkpB, PkpA12, and PkpA12.1)). Representative in situ hybridization images detecting the β-globin RNA, and the ability of each construct to localize at protrusions are shown. Images focus on individual protrusions. Scale bar: 10 μm. Whole-cell images and PDI values are shown in Supplementary Fig. 7a, b. **b** Cell lines, stably expressing β-globin constructs with the indicated UTRs, were analyzed by in situ hybridization and RNA distributions were assessed through PDI quantitation. (Ddr2, Kank2: APC-dependent RNAs; Arpc3: control, diffuse RNA). *N*-values of observed cells, from at least 3 independent experiments, are indicated within each bar. Error bars: standard error. *p*-values: ***<0.001, **<0.01, *<0.05 by analysis of variance with Dunnett’s multiple comparisons test. **c** Pie chart of non-localized or Ps-enriched RNAs in control HBB cells from 4 replicate experiments. Cutoffs for Ps-enrichment were set at FC > 2 and *p*-value < 0.05. **d** Cumulative fraction plot of log2 fold-change differences between control HBB and Pkp4 cUTR-expressing cells, for RNAs non-localized or localized in protrusions of control HBB cells. **e** For all Ps-localized RNAs of control HBB cells, the log_2_ differences in FC values, between HBB control and Pkp4 cUTR-expressing cells, were plotted against the corresponding *p*-values. Applying the cutoffs marked by the red lines (see Supplementary Data 3 for details), Ps-localized RNAs were distinguished into groups less- or equally-enriched in protrusions upon Pkp4 cUTR expression. **f** Categories of molecular functions, derived through IPA analysis, significantly represented in RNA groups equally- or less-enriched in protrusions of Pkp4 cUTR-expressing cells. **g** Results of differential enrichment analysis showing significance of overlap between APC-dependent RNAs and RNAs mislocalized upon Pkp4 cUTR expression

To determine whether cUTR expression affects APC-dependent RNA distribution, we used these lines to first assess the distributions of the endogenous *Ddr2* and *Kank2* RNAs, after in situ hybridization. Indeed, cell lines expressing either the full length Rab13 or Pkp4 UTRs, or the localized Pkp4-fragments, exhibited a significant reduction in the peripheral localization of both *Ddr2* and *Kank2* RNAs (Fig. 7b). Importantly, the non-localized control UTRs did not have that effect. Thus, cUTRs can successfully mislocalize endogenous APC-dependent RNAs.

To further determine whether cUTR expression specifically and more generally mislocalized APC-dependent RNAs, we isolated four independent replicate samples of protrusions and cell bodies from the control HBB and the Pkp4 cUTR cells. 

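The cells were NIH/3T3 fibroblasts, an established mouse line, with a doxycycline-inducible construct of the human β-globin coding sequence followed either by the β-globin 3′UTR (HBB) or by the Pkp4 3′UTR (Pkp4 cUTR). Expression was induced with 1 μg/ml doxycycline for 72 h. Cells spent 2 h on filters with pores of 3 μm and 1 h with LPA in the chamber under the filter, before 10 min of fixation in 0.3% paraformaldehyde. Protrusions (Ps) on the underside of the filter and cell bodies (CB) on its upper side were then isolated from separate filters. The 4 groups, 2 fractions of 2 lines, held 4 samples each, and all 16 samples were used. For 12900 RNAs the authors deposited limma-voom log2 CPM, in which the reads counted on a gene plus 0.5 are divided by a scaled library size and expressed per 1000000 reads. All of these values (100%) gave a whole number of reads within 0.01, and the reads recovered in this way, with the authors' scaling of the libraries, were the starting point for every value given here. Between 18660287 and 31260831 reads per sample were counted on these RNAs. Group medians were 21390537 reads for HBB protrusions, 27096658 for HBB cell bodies, 21990214 for Pkp4 cUTR protrusions and 25704202 for Pkp4 cUTR cell bodies. The authors' scaled library sizes were 0.83 to 1.11 times these totals, with the factor below 1 in every protrusion sample and above 1 in every cell-body sample. The smallest level taken as detectable, 3 reads, lay between 0.0890 and 0.176 CPM, a floor that covers counting error only. One limma-voom model with a mean for each of the 4 groups was fitted to all 16 samples. It gave the enrichment in each line, log2(FC) of protrusions over cell bodies, and the difference between the lines' enrichments with an unadjusted and a Benjamini-Hochberg adjusted p-value from limma's moderated test. The samples carry replicate numbers, so a second model added each line's replicate number as a block.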

RNAs enriched at protrusions were globally identified through RNA-Seq, as described above (Fig. 1). Principal component analysis showed that replicates clustered together, indicating good reproducibility (Supplementary Fig. 8). 

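Principal components were computed from the log2 CPM of the 12900 RNAs in the 16 samples. The first component held 48.6% of the variance, and 88.8% of its own variance lay between protrusions and cell bodies. Of the second component, which held 12.2%, 84.9% lay between the HBB and Pkp4 cUTR lines. The third held 11.9% and followed the replicate number, which accounted for 65.7% of it, against 2.73% for the fraction. For 14 of the 16 samples the nearest sample belonged to the same group. The exceptions were replicate 4 of the HBB cell bodies and replicate 4 of the Pkp4 cUTR cell bodies, which were nearest to each other, so that all 16 samples were nearest to a sample of their own fraction. On the first component, replicate 4 of the HBB cell bodies scored 23.4 and the other 3 scored 39.8 to 47.5. Replicate 4 of the Pkp4 cUTR cell bodies scored 0.972 and the other 3 scored 27.7 to 42.2. Pearson's r of log2 CPM across 10154 RNAs with a mean above 1 was between 0.984 and 0.998 for the 24 pairs of replicates within a group.

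**Figure D1:**
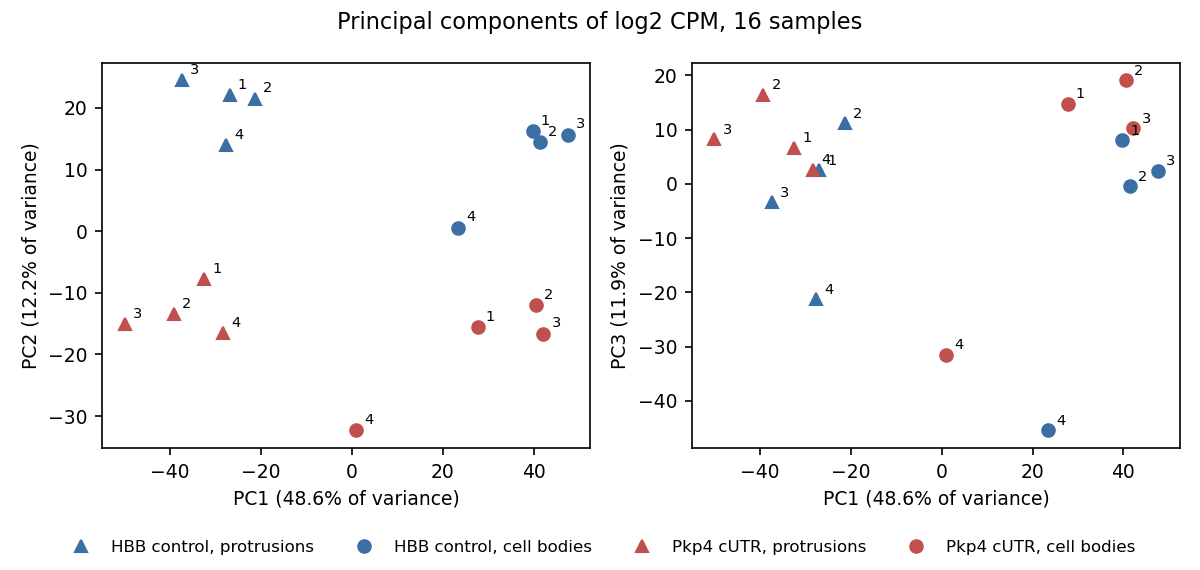
Scores of the 16 samples on the first against the second and the first against the third principal component of log2 CPM, in the units of the scores, with each point marked by group and replicate number. The first component (48.6% of the variance) separates protrusions from cell bodies, and replicate 4 of the HBB cell bodies lies at −45.4 on the third component.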

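The threshold of a fold change above 2 with an unadjusted p under 0.05 was applied to log2(FC) of protrusions over cell bodies in HBB cells from the fit to the recovered reads. It was passed by 586 of 12900 RNAs, or 4.54%, with a median log2(FC) of 1.21, and 559 of these had a Benjamini-Hochberg adjusted p under 0.05 from limma. With each line's replicate number as a block, 545 RNAs passed. The pairing by number was weak, since deviations from the group means correlated across 10154 RNAs at 0.178 on average between same-numbered protrusions and cell bodies of HBB cells and at −0.062 between differently numbered ones. Leaving out each of the 16 samples in turn gave 500 to 702 RNAs. Of the alternatives, the fold-change threshold moved the number most, to 1878 RNAs above 1.5-fold. The highest enrichment was that of *Cyb5r3* (chromosome 15 of GRCm38, 83153494 to 83172592), with a log2(FC) of 3.14 (standard error 0.13, adjusted p = 4.2e-11 from limma). *Rab13* (chromosome 3, 90213695 to 90226385) had a log2(FC) of 2.36 (standard error 0.13, adjusted p = 1.07e-09 from limma), and *Net1* (chromosome 13, 3882018 to 3918220) one of 2.31. For *Kank2* (chromosome 9, 21766784 to 21798744) log2(FC) was 2.13, and for *Pkp4* (chromosome 2, 59160850 to 59355208) it was 1.54. *Ddr2* (chromosome 1, 169972307 to 170110762) had a log2(FC) of 0.98 (standard error 0.10, adjusted p = 3.59e-07 from limma), under the fold-change threshold. In Pkp4 cUTR cells, 654 RNAs passed the same thresholds, of which 390 also passed in HBB cells. Of the 586 RNAs, 582 had a log2(FC) above 0 in Pkp4 cUTR cells.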

In agreement with our previous observations, in the control HBB cells, ca. 4.5% of detected RNAs (586 of 12,900 RNAs) were significantly enriched in protrusions (FC > 2, *p*-value < 0.05, see Methods section) (Fig. 7c and Supplementary Data 3). To determine how enrichment of these RNAs was affected by Pkp4 cUTR expression, we assessed the log_2_ FC difference between HBB control and Pkp4 cUTR cells, log_2_(Diff FC) = log_2_(FC_Pkp4_) − log_2_(FC_HBB control_). Positive values indicate increased enrichment, while negative values indicate decreased enrichment upon Pkp4 cUTR expression. 

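For the 586 RNAs enriched in HBB protrusions, the median log2(Diff FC) was −0.11, with quartiles of −0.28 and 0.02, and 72.2% of them were below 0. Computed within each replicate number, the median was −0.15, 0.12, 0.03 and −0.42 for replicates 1 to 4, an SD of 0.24 that exceeds the median itself. The set's enrichment per replicate, the median over these RNAs of log2 protrusion over cell-body level, was 1.24 ± 0.16 (SD, n = 4) in HBB cells and 1.14 ± 0.39 (SD, n = 4) in Pkp4 cUTR cells. This fall was within the spread between replicates (two-sided exact permutation test over the 4900 relabellings of line within fraction, p = 0.557). With each line's replicate number as a block, the same test over 70 relabellings gave p = 0.714, where 0.0286 is the smallest p possible; same-numbered protrusions and cell bodies correlated at 0.178 in HBB cells and at −0.161 in Pkp4 cUTR cells. With a block shared by the lines, whose same-numbered samples correlated at 0.483 for cell bodies and 0.316 for protrusions, the exact test over 256 relabellings gave p = 0.508. The RNAs were chosen on the HBB samples, which also enter log2(Diff FC). For the 654 RNAs chosen in the same way in Pkp4 cUTR cells the median was 0.14, and for 620 RNAs chosen by the average of both lines it was −0.02. Over the 869 tested RNAs that Supplementary Data 1 lists as enriched in the control cells of the other sequencing experiment, the median was −0.06. Without replicate 4 of the Pkp4 cUTR cell bodies, the median over the RNAs enriched in HBB cells was 0.01. For single RNAs, no log2(Diff FC) of the 12900 had a Benjamini-Hochberg adjusted p under 0.05 from limma, and 300 (2.33%) had an unadjusted p under 0.05. With the block these numbers were 0 and 307.

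**Figure D2:**
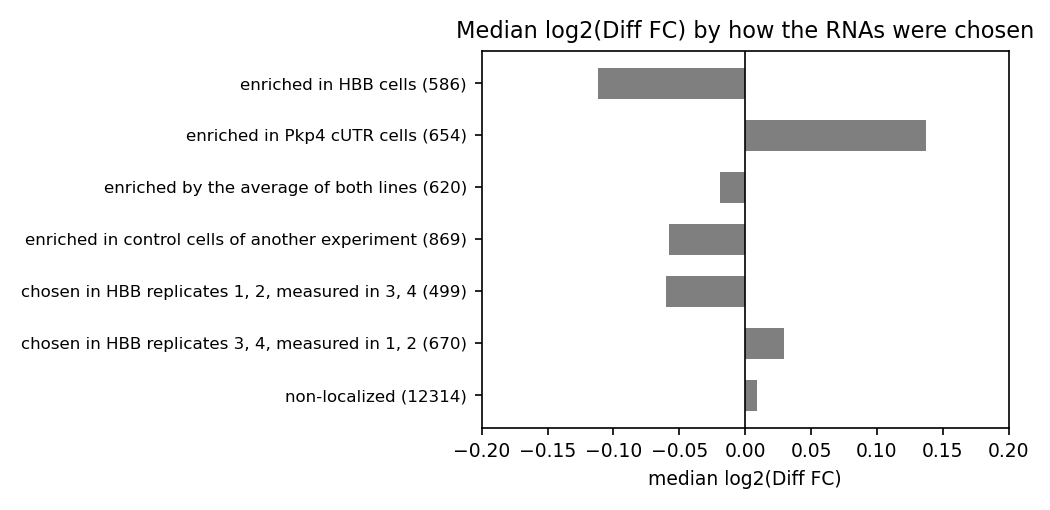
Median log2(Diff FC) of protrusion-enriched RNAs, as bars, by the samples in which the RNAs were chosen. The median is −0.11 for RNAs chosen in HBB cells, 0.14 for RNAs chosen in Pkp4 cUTR cells and −0.02 for RNAs chosen by the average of both lines.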

Similar to what was observed in the case of APC knockdown (Fig. 1b), a subset of Ps-localized RNAs became less enriched upon Pkp4 cUTR expression shifting the cumulative fraction plot to negative values (Fig. 7d, red line), while the remaining Ps-localized RNAs were not affected, with log_2_Diff FC values centering around zero (Fig. 7d, red line). By contrast, log_2_Diff FC values of non-localized RNAs predominantly centered around zero (Fig. 7d, blue line), indicating that Pkp4 cUTR expression does not result in considerable overall changes in RNA distributions. These results indicate that, similar to what was observed upon APC knockdown, distinct RNA subsets are differentially affected by Pkp4 cUTR expression for their localization at protrusions.

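The other 12314 tested RNAs had a median log2(Diff FC) of 0.01, with quartiles of −0.08 and 0.11, and 47.2% were below 0. Their medians within replicate numbers 1 to 4 were 0.02, −0.00, 0.04 and −0.02, an SD of 0.02. A log2(Diff FC) within 0.5 of zero was found for 94.6% of these RNAs and for 86.2% of the RNAs enriched in HBB protrusions. Within 0.25 of zero, the shares were 82.4% and 62.5%. With the reads scaled to each sample's total in place of the authors' scaled library sizes, the median of the non-localized RNAs was −0.021.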

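Among the 586 RNAs enriched in HBB protrusions, log2(Diff FC) was below 0 with an unadjusted p under 0.1 for 48, above 0 with such a p for 11, and had a p above 0.1 for 527. The 59 RNAs with a p under 0.1 are 10.1% of the 586, while 748 of all 12900 tested RNAs (5.80%) had such a p, and p-values spread evenly between 0 and 1 give 10%. For falls alone, such p-values give 29.3, against the 48 found, but choosing the RNAs on the HBB samples can itself favour falls. Adjusted over the 586 RNAs, the smallest p of log2(Diff FC) was 0.513 from limma, so that none passed 0.1. With each line's replicate number as a block 51 RNAs fell, 40 of them among the 48; same-numbered protrusions and cell bodies correlated at 0.178 in HBB and −0.161 in Pkp4 cUTR cells. Same-numbered samples of the lines correlated at 0.483 for cell bodies and 0.316 for protrusions, and with a block shared by the lines, added after the data were seen, 57 RNAs fell, 45 of them among the 48. When each sample was left out in turn, between 34 and 64 RNAs fell, and 14 of the 48 did so in all 16 fits. The alternative that moved the number most, apart from the adjustment, exchanged the lines, and 91 RNAs enriched in Pkp4 cUTR protrusions were then less enriched in HBB cells. The 48 RNAs had a median log2(Diff FC) of −0.61, ranging from −2.01 to −0.18. In Pkp4 cUTR cells, 44 of them still had a log2(FC) above 0, and 11 were still more than 2-fold enriched. A mean log2 CPM under 1 was found for 21 of them. Among RNAs with a mean log2 CPM above 1, those with the smallest p-values of a fall were *Pkp4*, *Klhl12*, *Wnk1*, *Cflar* and *Cox20*. The log2(Diff FC) of *Klhl12* was −0.52 (standard error 0.17, unadjusted p = 0.00596), that of *Wnk1* −0.30 (unadjusted p = 0.0120), that of *Cflar* −0.31 (unadjusted p = 0.0150) and that of *Cox20* −0.47 (unadjusted p = 0.0202), all from limma. For *Cflar*, replicate 3 of the HBB protrusions was above the other 3, at 5.76 against 5.50 to 5.53 log2 CPM. By limma, the RNAs with the smallest p-values of a rise were *Cops2* (log2(Diff FC) 0.54, unadjusted p = 0.00277), *Hsp90aa1* (0.47, unadjusted p = 0.0156), *Eif2s2* (0.36, unadjusted p = 0.0347), *Smek2* (0.40, unadjusted p = 0.0541) and *Apc* (0.35, unadjusted p = 0.0634). For *Smek2*, replicate 1 of the Pkp4 cUTR protrusions was below the other 3, at 3.48 against 3.85 to 3.91 log2 CPM. The rise of *Apc* (chromosome 18, 34220924 to 34322552) had an unadjusted p of 0.101 from limma with the block.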

Similar stringency cutoffs as before, based on log_2_(Diff FC) and *p*-values, were used to define Ps-localized RNAs that become less enriched upon Pkp4 cUTR expression in contrast to those that remain equally enriched (48 and 527 RNAs were contained in each category, respectively) (Fig. 7e, red lines and detailed in Supplementary Data 3). 

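Supplementary Data 2 assigns 14 of the less-enriched RNAs to the class cellular growth and proliferation, namely *Kank2*, *Dner*, *Maff*, *Gdf11*, *Uchl3*, *Anp32b*, *Pkp4*, *Net1*, *Ybx1*, *Uhmk1*, *Cflar*, *Wnk1*, *Tpmt* and *Rassf3*. The fit to the recovered reads called the same less-enriched RNAs from the same data, so all 14 fell in it by selection. Their log2(Diff FC) ranged from −1.12 to −0.18 with unadjusted p-values of 0.000875 to 0.0902 from limma. With the replicate block 13 of them kept a p under 0.1, and for *Ybx1* it was 0.110. A mean log2 CPM above 1 was found for 13. In Pkp4 cUTR cells, 5 of the 14 were still more than 2-fold enriched in protrusions. Of the 14 RNAs, 9 are in the APC-dependent list of Supplementary Data 1. *Net1* had a log2(Diff FC) of −0.51 (standard error 0.23, unadjusted p = 0.0375 from limma).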

IPA analysis showed that the affected RNAs belonged to similar functional categories as the APC-dependent RNAs (i.e. cellular growth, morphology, assembly, and organization; Fig. 7f and Supplementary Data 2; compare with Fig. 1d). By contrast, “protein synthesis” and “gene expression” were two of the highest represented functional classes among RNAs whose enrichment was not affected by cUTR expression, similar to the APC-independent RNAs described above.

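Ribosomal proteins stand for the class of protein synthesis in both experiments, and 77 r-protein mRNAs were tested after leaving out the pseudogenes that Supplementary Data 1 lists with them. In HBB cells, their median log2(FC) of protrusions over cell bodies was 1.11, with a range of 0.32 to 1.49. Their set enrichment was 1.10 ± 0.19 (SD, n = 4). It was above zero by the two-sided exact permutation test of protrusion against cell-body samples (p = 0.0286, the smallest that 70 relabellings allow). With the replicate number as a block, the exact test over 16 sign changes gave p = 0.125, the smallest that 4 differences allow; same-numbered protrusions and cell bodies of HBB cells correlated at 0.178. More than 2-fold enrichment was found for 57 of the 77 mRNAs, and all 57 were equally enriched upon Pkp4 cUTR expression, with an interaction p above 0.1. By quantile normalization the median log2(FC) was 0.53, with 7 of the 77 above 2-fold and 1 below zero. In Pkp4 cUTR cells, the set enrichment was 1.06 ± 0.44 (SD, n = 4). The median log2(Diff FC) of the 77 mRNAs was −0.05, within the spread between replicates (two-sided exact permutation test over 4900 relabellings, p = 0.867; with the block, over 70 relabellings, p = 0.943; with a block shared by the lines, over 256 relabellings, p = 0.859). No r-protein mRNA had an interaction p under 0.1. R-protein genes have near-identical pseudogenes with which the counting could share their reads, so the values of single r-protein mRNAs are uncertain.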

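Of the 48 RNAs whose enrichment fell in Pkp4 cUTR cells, 16 are in the APC-dependent list of Supplementary Data 1, a share of 33.3%. They were *Anp32b*, *Dynll2*, *E130208F15Rik*, *Gdf11*, *Kank2*, *Kctd10*, *Lrriq3*, *Net1*, *Pkp4*, *Rassf3*, *Rps12l1*, *Tpmt*, *Uhmk1*, *Wnk1*, *Zbtb12* and *mt-Co1*. *Lrriq3*, *E130208F15Rik* and *Rps12l1* had a mean log2 CPM below 0. With each line's replicate number as a block, the unadjusted p of *Rps12l1* was 0.154 from limma, while those of the others stayed under 0.1. In replicate 4 of the HBB cell bodies *Gdf11*, *Kctd10*, *Lrriq3* and *Rassf3* lay apart, below the other 3 samples, for *Gdf11* at 2.25 against 2.64 to 2.68 log2 CPM. That sample was also the lowest of its group for *Anp32b*, *Kank2*, *Pkp4*, *Tpmt*, *Uhmk1*, *Wnk1*, *Zbtb12* and *mt-Co1*. It was not the lowest for *Dynll2*, *E130208F15Rik*, *Net1* and *Rps12l1*. Replicate 3 of the HBB protrusions was the highest of its group for the 16 RNAs except *E130208F15Rik*, *Lrriq3* and *Rps12l1*. It held *Kank2* at 9.17 log2 CPM, against 8.56 to 8.78 in the others. Without it 34 RNAs were less enriched, 10 of them APC-dependent, the fewest among the fits that left out a sample. Without replicate 4 of the HBB cell bodies, 53 were less enriched, 12 of them APC-dependent. Of the 91 RNAs of the list 88 were tested, and 49 of these were enriched in HBB protrusions. Of the 49 RNAs, 16 were less enriched upon Pkp4 cUTR expression, 33 were equally enriched and none was more enriched. The APC-independent list had 395 RNAs enriched in HBB protrusions, of which 10 were less enriched.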

Importantly, 34% of RNAs mislocalized by Pkp4 cUTR expression overlap with APC-dependent RNAs. To determine the statistical significance of this overlap, we performed gene set enrichment analysis. This analysis revealed that the group of RNAs affected by Pkp4 cUTR expression is highly similar to APC-dependent RNAs, with an adjusted *p*-value of 2.85E-10 (Fig. 7g) (Methods section). 

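An RNA could fall into both groups only if it was enriched in HBB protrusions and in the control protrusions of Supplementary Data 1, as 445 RNAs were. Of these 445, 26 were less enriched in Pkp4 cUTR cells, and 16 of the 26 (61.5%) were APC-dependent, against 11.0% of all 445. The number expected by chance is 2.86, the odds ratio was 18.4 and the one-sided Fisher's exact p was 9.68e-11, not adjusted for other gene sets. Against all 12900 tested RNAs the expected number is 0.327 and p was 9.9e-24. Against the 586 RNAs enriched in HBB protrusions the expected number is 4.01 and p was 1.6e-07. RNAs are not independent replicates, and the test treats them as if they were. With each sample left out in turn, 10 to 25 of the less-enriched RNAs were APC-dependent, with p no higher than 2.01e-06. Fig. 7g names 22 RNAs, and all 22 had a negative log2(Diff FC) with an unadjusted p under 0.1. Of these, 17 were among the less-enriched RNAs and 17 were APC-dependent, with 16 in both groups. *Dcaf5*, *Map4*, *Zcchc24*, *Aaed1* and *Gm7729* were enriched less than 2-fold in HBB protrusions, and among these only *Gm7729* is in the APC-dependent list. *Peli3* was less enriched in Pkp4 cUTR cells but is not in the APC-dependent list.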

We note that the number of identified protrusion-enriched RNAs from samples sequenced independently can vary, likely due to technical reasons (e.g., compare Figs. 1a and 7c). 

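Supplementary Data 1 lists 914 RNAs as enriched in the control protrusions of the other experiment, of which 869 were tested in the HBB and Pkp4 cUTR samples. Of the 586 RNAs enriched in HBB protrusions, 445 (75.9%) are in that list, and they make up 51.2% of its 869 tested RNAs. Of the RNAs enriched in HBB protrusions that the list does not hold, 123 had a log2(FC) between 1 and 1.5.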

Given this variability, the fact that we observe only a partial overlap is not unexpected, even though we cannot rule out the existence of independently regulated RNAs. Nonetheless, these data indicate that cUTR overexpression, to a significant extent, mislocalizes APC-dependent RNAs from protrusions.

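The sets tested were defined in another experiment, by APC knockdown, and not on the HBB or Pkp4 cUTR samples. The 88 APC-dependent RNAs had a median log2(Diff FC) of −0.19, and 78.4% of them were below 0. Their set enrichment, the median over the set of log2 protrusion over cell-body level, was 1.18 ± 0.19 (SD, n = 4) in HBB cells and 0.95 ± 0.16 (SD, n = 4) in Pkp4 cUTR cells. This fall was not larger than the spread between replicates at p under 0.05 (two-sided exact permutation test over 4900 relabellings of line within fraction, p = 0.0551). With each line's replicate number as a block the exact test over 70 relabellings gave p = 0.143, where 0.0286 is the smallest possible. Same-numbered protrusions and cell bodies correlated at 0.178 in HBB cells and at −0.161 in Pkp4 cUTR cells. Between the lines, same-numbered samples correlated at 0.483 for cell bodies and at 0.316 for protrusions, and with a block shared by the lines, added after the data were seen, the exact test over 256 relabellings gave p = 0.0859. When the samples were left out in turn, the median stayed between −0.27 and −0.10, with exact p-values from 0.0176 to 0.155. The median was −0.18 with quantile normalization (exact permutation p = 0.0192), and 3 of the fits that left out a sample also gave an exact p under 0.05. The 779 APC-independent RNAs had a median log2(Diff FC) of −0.05, with 61.6% below 0. Their set enrichment was 1.07 ± 0.20 (SD, n = 4) in HBB cells and 1.02 ± 0.43 (SD, n = 4) in Pkp4 cUTR cells (two-sided exact permutation test, p = 0.804; with the shared block, p = 0.734). The median changed sign, up to 0.087, when some samples were left out. The difference between the medians of the APC-dependent and the APC-independent set was −0.14. The difference between their set scores changed by −0.18, also within the spread between replicates (two-sided exact permutation test, p = 0.348, with the block p = 0.429, and with the shared block p = 0.297). Adjusted over the 88 APC-dependent RNAs alone, log2(Diff FC) of *Pkp4* had the smallest p, 0.0770 from limma, and none was under 0.05, while 12 had an unadjusted p under 0.05.

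**Figure D3:**
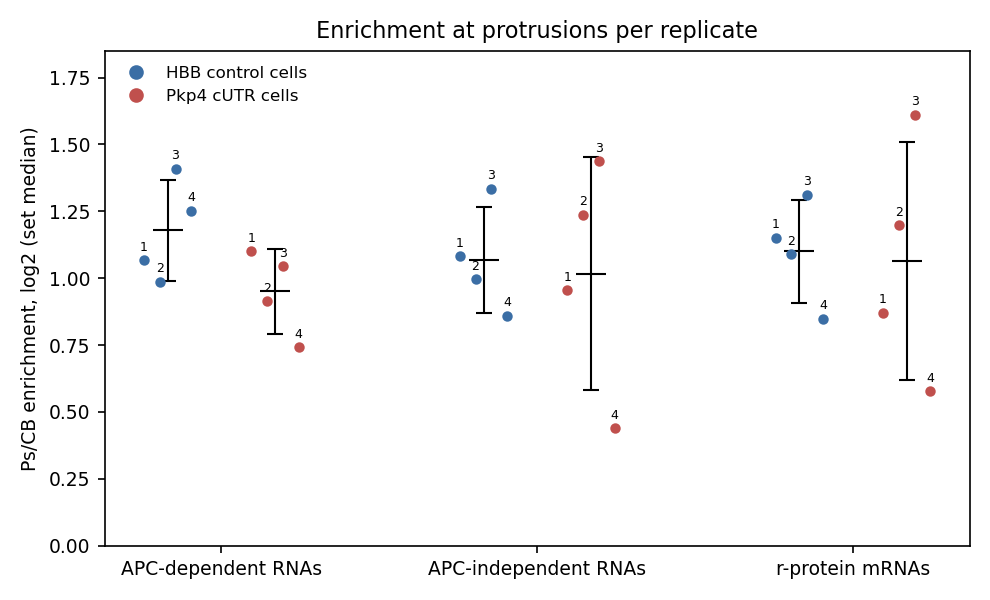
Set enrichment in log2 units, as the median of log2 protrusion over cell-body level over the RNAs of each set, for the 4 numbered replicates of HBB and Pkp4 cUTR cells (points) with the mean and SD. Replicate 4 of the Pkp4 cUTR cells is lowest in each set, at 0.74 for APC-dependent and 0.44 for APC-independent RNAs.

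From the overlap of the RNAs that become less enriched with the APC-dependent RNAs, which it calls partial, the paper reasons that overexpressed cUTRs mislocalize APC-dependent RNAs to a significant extent, and it leaves room for RNAs regulated in another way.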

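Of the APC-dependent RNAs that the paper follows one by one, *Pkp4* had a level of 4.47 ± 0.04 (SD, n = 4) log2 CPM in HBB cell bodies and 6.01 ± 0.26 (SD, n = 4) in HBB protrusions. In Pkp4 cUTR cells, these levels were 8.91 ± 0.49 (SD, n = 4) and 9.33 ± 0.37 (SD, n = 4). Its log2(Diff FC) was −1.12 (standard error 0.28, unadjusted p = 0.000875, with the block 0.00426, from limma). The annotation places the 763-nt 3′UTR of *Pkp4* at 59354446 to 59355208 on chromosome 2 of GRCm38, and the construct expresses a *Pkp4* 3′UTR, whose reads can count on the gene. In cell bodies, *Pkp4* was 21.7-fold higher in Pkp4 cUTR than in HBB cells, and in protrusions it was 10.0-fold higher. Its log2(FC) in Pkp4 cUTR cells, which does not separate endogenous from expressed RNA, was 0.42 (adjusted p = 0.0735 from limma), with values of 0.98, −0.10, −0.36 and 1.17 for replicates 1 to 4. The log2(Diff FC) of *Kank2* was −0.32 (standard error 0.18, unadjusted p = 0.0854 from limma, with the block 0.0965), and the p was above 0.1 in 8 of the 16 fits that each left out a sample. For *Rab13* it was −0.16 (standard error 0.19, unadjusted p = 0.424 from limma) and for *Cyb5r3* −0.14 (standard error 0.19, unadjusted p = 0.482). For *Ddr2* it was 0.04 (standard error 0.14, unadjusted p = 0.762 from limma), with a range of −0.03 to 0.12 when samples were left out. *Cyb5r3* likewise changed sign, to 0.01, when replicate 3 of the HBB protrusions was left out. With quantile normalization its log2(Diff FC) was −0.28 (unadjusted p = 0.098 from limma), past the threshold of 0.1.

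**Figure D4:**
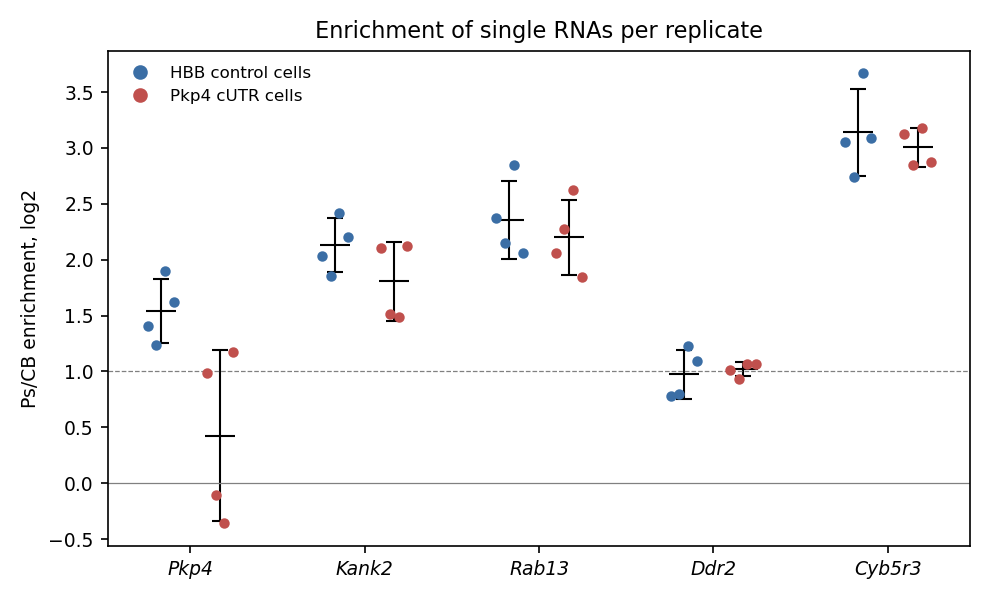
Log2 protrusion over cell-body level of *Pkp4*, *Kank2*, *Rab13*, *Ddr2* and *Cyb5r3* in the 4 numbered replicates of HBB and Pkp4 cUTR cells (points), with the mean and SD, and a dashed line at 2-fold. *Pkp4*, whose reads in Pkp4 cUTR cells can include those of the expressed 3′UTR, lies between 1.23 and 1.90 in HBB cells and between −0.36 and 1.17 in Pkp4 cUTR cells.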

### APC-dependent RNAs are required for 2D and 3D migration

We used this system to address the functional role of APC-dependent RNA localization. The Ddr2 protein, encoded by an APC-dependent RNA, has been previously implicated in cell invasion^39, 40^, we thus measured the ability of cells to migrate in response to a high concentration of serum through a 3-dimensional Collagen I or Matrigel matrix. Interestingly, expression of both Rab13 and Pkp4 cUTR constructs significantly reduced the ability of cells to migrate through 3D matrices (Fig. 8a, b). These differences were not caused by changes in cell proliferation (Supplementary Fig. 9a) and in the absence of matrix a similar number of cells reached the bottom of the insert (Fig. 8a, b; bottom panels). Importantly, testing of the further Pkp4 deletion fragments showed that reduced migration was caused by overexpression of the localization-competent fragments (PkpA12 and PkpA12.1), but not by the non-localized PkpB fragment (Fig. 8a, b), consistent with the idea that the effects are mediated through sequestration of a localization-related factor.

**Fig. 8:**
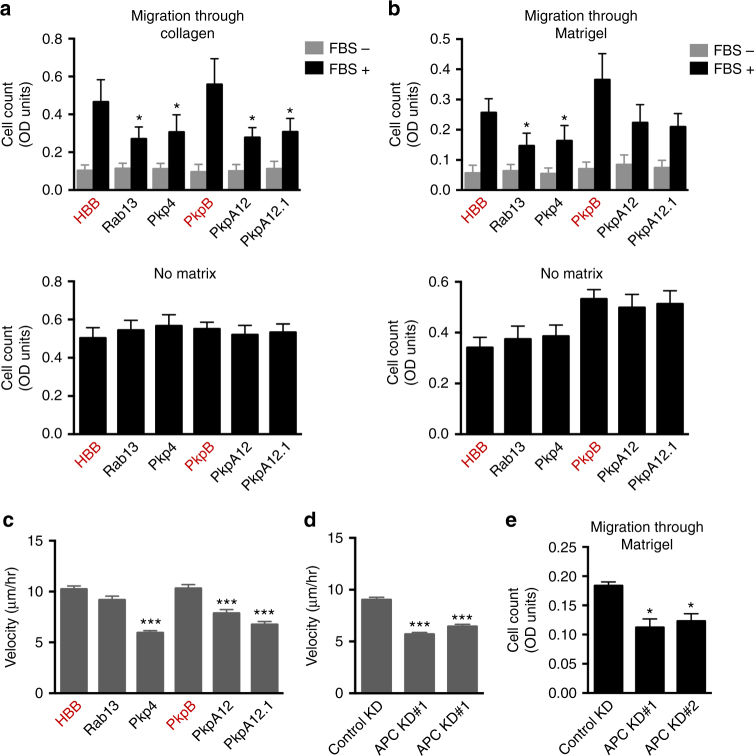
Localization of APC-dependent RNAs is required for efficient migration on 2D and 3D substrates. **a**, **b** Cell lines, stably expressing β-globin constructs with the indicated UTRs, were plated on top of collagen gel **a** or Matrigel **b** and were induced to migrate by addition of serum (FBS) in the bottom chamber. The amount of cells reaching the bottom was quantified from at least 5 independent experiments, (error bars: standard error). Lower panels show the amount of cells reaching the bottom in the absence of matrix, in parallel experiments, to control for cell viability during the assay. Note that because of the length of the assay, migration in the absence of matrix does not reflect migration speed. **c**, **d** Cells stably expressing constructs with the indicated UTRs **c** or transfected with the indicated siRNAs **d**, were monitored while randomly migrating. Average velocity values were derived from multiple individual cell tracks in two independent experiments observing 40–70 cells in each. **e** Migration through Matrigel of control or APC knockdown cells. *p*-values: ***< 0.0001, *< 0.05 against HBB or si-Control, by analysis of variance with Bonferroni’s multiple comparisons test

To assess more precisely what migration parameters are affected, we assessed migration speed and directionality of cells randomly moving on 2-dimensional fibronectin-coated surfaces. Expression of cUTR constructs did not affect the directionality of migration (Supplementary Fig. 9b), but significantly affected migration speed (Fig. 8c). Intriguingly, in this case, the effect caused by overexpression of the Rab13 UTR was not as pronounced as that of the Pkp4 UTR or its deletion fragments, suggesting that distinct UTRs might affect overlapping RNA sets that are differentially required for 2D and/or 3D migration. We acknowledge that without knowing the identity of the factor(s) being titrated, the above data cannot unequivocally prove, but we believe they strongly indicate that APC-dependent RNA mislocalization (rather than titration of factors linked to other processes) underlies the observed migration defects.

To further support this idea, we assessed the migration of APC knockdown cells. Indeed, upon delivery of two different siRNAs against APC, we observed a decrease in migration velocity similar in magnitude to that observed in the case of cUTR-expressing cells (Fig. 8d). Migration defects upon APC loss have been previously reported^41–43^, however since loss of APC results in significant activation of Wnt-signaling, and of β-catenin transcriptional activity, it has been difficult to determine to what extent the role of APC in migration is mediated through transcriptional effects of activated β-catenin vs. other APC functions that are independent of β-catenin activation. Indeed, as expected, siAPC-treated cells show a significant increase in baseline Wnt-signaling activation (i.e., in the absence of Wnt ligand), however, importantly, cUTR-expressing cells do not show any appreciable Wnt-signaling activation (Supplementary Fig. 9c). Therefore, cUTR expression affects the localization of APC-dependent RNAs without affecting other APC functions. Overall, these data support the model that localization of RNAs through APC directly contributes to cell migration.

## Discussion

Cells modulate their contractility by sensing the stiffness of the extracellular environment and initiating a series of mechanotransduction events, which largely converge on activation of the RhoA GTPase^25, 44^. RhoA effectors such as the kinase ROCK and the formin mDia subsequently affect the properties and dynamics of both the actin and microtubule cytoskeleton^44–46^. The work reported here reveals that a functionally important consequence of these signaling events is the localization of APC-dependent RNAs at cellular protrusions. On stiff substrates, increased actomyosin contractility and Rho GTPase signaling promote formation of a network of post-translationally modified, detyrosinated microtubules, which is required to support APC-dependent RNA localization.

We provide evidence for the functional importance of this RNA localization pathway by using a competition-based approach to interfere with APC-dependent RNA localization. Importantly, this results in defects in cell migration in 2D and 3D systems. We speculate that localization of RNAs at protrusive regions in response to increased tension might underlie the increased cell migration and invasive behavior promoted upon generation of tension through contraction of the actomyosin cytoskeleton^24^.

Localized RNAs often exert their functions through directing local protein synthesis. Indeed, local RNA translation within protrusions is required for their stabilization^11^. Furthermore, APC-dependent RNAs are involved in pathways functionally relevant to cell movement, such as cell morphology, signaling and organization (Fig. 1d), and encode proteins (e.g., Ddr2 and Rab13) with known roles in migration and invasion^39, 47^. We, therefore, favor the hypothesis that local translation of APC-dependent RNAs accounts for their contribution to cell migration.

Interestingly, we also show that additional mechanisms direct RNAs at protrusions in a manner that is independent of APC. Such APC-independent RNAs comprise a group with distinct functionalities and preferential localization to different types of protrusions than the APC-dependent ones. This raises the possibility that the specific cytoskeleton and signaling characteristics of protrusions direct their RNA content and eventual functional contributions. It would be interesting to determine whether the degree of actomyosin contractility in different types of protrusions determines the balance of MT modifications, as discussed below, and thus directs transport of distinct RNA subsets.

Prominent among the APC-independent RNAs are RNAs encoding r-proteins. R-protein mRNAs have been observed in a number of screens for localized RNAs in various cell types^13, 21, 48, 49^. Through comprehensively detecting all r-protein transcripts, we show here that virtually all r-protein mRNAs are localized at protrusions and that the degree of their localization is coordinately regulated. We believe that this renders unlikely the possibility that these local r-protein transcripts serve extra-ribosomal functions. Their coordinated regulation is consistent with a ribosome-related function and supports proposed hypotheses such as de novo ribosome assembly at peripheral sites or ribosome repair^48, 49^. A better understanding of the regulatory signals and the physiological contexts that promote the localization of r-protein mRNAs would provide useful insights into deciphering their functional roles.

Another important aspect revealed by this work concerns the role of modified MTs in RNA transport. Microtubules and microtubule-based motors are well known to be required for transport of RNAs in various systems^50, 51^. However, cellular microtubules exhibit a large degree of heterogeneity stemming from the accumulation of various post-translational modifications on the tubulin subunits, such as detyrosination and acetylation. These microtubule modifications are thought to constitute a microtubule code and affect microtubule recognition by kinesin motors and thus cargo transport and microtubule functions^52, 53^. How MT modifications impact transport of RNA cargoes is largely unexplored. To our knowledge, APC-dependent RNAs are the first group of RNAs that require a specific set of modified microtubules, namely detyrosinated microtubules, for their localization, as shown in this work and supported by additional recent work from our group^54^.

Interestingly, actomyosin contractility appears to exert distinct effects on modified MTs. As we show here, increased contractility enhances MT detyrosination through the RhoA effector mDia1. By contrast, increased contractility leads to a decrease in acetylated MTs^55, 56^ through a mechanism involving the action of the myosin phosphatase MYPT1 on the MT deacetylase HDAC6^57^. This suggests that the levels of individual modifications can change independently of the others, consistent with prior reports^58^. Intriguingly, loss of acetylated MTs leads to activation of RhoA through the Rho exchange factor GEF-H1^55^ raising the possibility that RhoA is part of a feedback mechanism that coordinates the levels of modified MTs. The level of actomyosin contractility and RhoA activation could therefore modulate the efficiency and/or direction of transport of RNAs or other cargo.

Our results describe a mechanism whereby changes of the actomyosin cytoskeleton affect MT-based RNA localization at protrusions. Interestingly, evidence indicates that a similar interplay between actin and MT-based processes could operate in the case of other RNA targets. Apart from APC-dependent RNAs, the RNAs encoding β-actin and subunits of the Arp2/3 complex are localized in lamellipodia. These RNAs are not significantly localized in our system, likely because of their dependence on the ZBP1 protein, which is more highly expressed in embryonic and cancer cells^8, 17^. Nevertheless, while the β-actin RNA associates with MTs and requires a kinesin motor for its transport^59, 60^, its localization is affected by the actin-based motor MyoVa and RhoA signaling^23, 61^. 

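In HBB control cells, *Actb* (chromosome 5 of GRCm38, 142903115 to 142906754) had a log2(FC) of protrusions over cell bodies of 0.10 (standard error 0.07, adjusted p = 0.218 from limma). Its sign depended on the scaling of the libraries, with a log2(FC) of −0.64 by quantile normalization and of −0.13 with reads scaled to each sample's total. The RNAs of 10 subunits of the Arp2/3 complex were tested, and none of them was enriched 2-fold. Their log2(FC) ran from −0.09 for *Actr3* (adjusted p = 0.286 from limma) to 0.69 for *Arpc1b* (adjusted p = 1.57e-06 from limma). It was positive for 9 of the 10 with the authors' scaling, with quantile normalization and with reads scaled to each sample's total. An adjusted p under 0.05 with a positive log2(FC) was found for 9, 8 and 5 of them under these scalings, the last of which gave *Actr3* a log2(FC) of −0.33. *Arpc3*, which the paper uses as a probe, had a log2(FC) of 0.50 (standard error 0.08, adjusted p = 3.12e-05 from limma), and *Rhoa*, which the paper uses as a non-localized RNA, one of 0.32 (standard error 0.06, adjusted p = 0.000341 from limma). With reads scaled to each sample's total, *Rhoa* had a log2(FC) of 0.09, while the median of all RNAs moved to −0.23.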

MyoVa also affects the distribution and trafficking properties of other RNA-binding proteins (i.e., FMRP and FUS) that transport RNAs along microtubules^62, 63^. The underlying mechanisms are unclear, however, it is interesting that MyoV apart from its role in cargo transport can additionally affect the organization of actin cables through modulating their dynamics and tension^64^. It might be interesting to speculate that, in a manner analogous to the one described here, changes in the mechanical properties of the actin cytoskeleton through MyoV action could impact MT-based RNA transport by altering MT dynamics or modifications.

## Methods

### Cell culture and protrusion/cell body isolation

NIH/3T3 mouse fibroblast cells (ATCC) were grown in DMEM (Dulbecco’s Modified Eagle Medium) supplemented with 10% calf serum, sodium pyruvate, and penicillin/streptomycin (Invitrogen) at 37 °C, 5% CO_2_. Cell line has not been authenticated. It has been tested yearly for mycoplasma and is free of contamination. Protrusions and cell bodies were isolated from serum-starved cells plated for 2 h on Transwell inserts equipped with 3.0-μm or 0.4-μm porous polycarbonate membrane (Corning) as previously described^13, 32^. Briefly, 1.5 million cells were plated per 25mm filter and 1 or 3 filters were used for cell body or protrusion isolation, respectively. LPA was added to the bottom chamber for 1 h and the cells were fixed with 0.3% paraformaldehyde for 10 min. For isolating protrusions, cell bodies on the upper surface were manually removed by wiping with cotton swab and laboratory paper. The protrusions on the underside (or, in the case of the 0.4-μm membranes, the protrusions remaining within the pores) were then solubilized by immersing the filter in crosslink reversal buffer (100 mM Tris pH 6.8, 5 mM EDTA, 10 mM DTT, and 1% SDS) and gentle scraping. Cell bodies were similarly isolated after manually removing protrusions from the underside of the membrane. The extracts were incubated at 70 °C for 45 min and used for protein analysis or RNA isolation using Trizol LS (Invitrogen).

### siRNA transfection and generation of stable lines

Stable cell lines were generated by lentiviral transduction and selected with 800 ng ml^−1^ geneticin (Thermo Fisher Scientific Cat No. 10301). Exogenous gene expression was induced with 1 μg ml^−1^ doxycycline for 72 h.

NIH/3T3 cells were transfected with siRNAs to a 40 pmol final concentration with Lipofectamine RNAiMAX (Thermo Fisher Scientific, cat# 13778-150) according to the manufacturer’s instructions. Cells were analyzed 72 h after transfection.

siRNAs used were as follows (Qiagen):

Myh9 #1: (cat # SI01321411, target sequence: 5′-CAGGGCTTATCTACACCTATT-3′); Myh9 #2: (cat# SI01321418, target sequence: 5′- TCCAGCAAGAATGGCTTTGAA-3′); Myh9 #3: (cat# SI01321425, target sequence: 5′-CTCGAGAAAGTCCACTCGGAA-3′); Myh9 #4: (cat# SI01321432, target sequence: 5′-AGAGGAGATCGTGGAGATGTA-3′); TTL #1: (cat# SI01458345, target sequence: 5′- CCGCAAAGCTTCCTTAGTAAA-3′)

TTL #3: (cat# SI01458331, target sequence: 5′-CACCGCAAGTTTGACATTCGA-3′);

APC: (cat# SI00900186, target sequence: 5′-AAGGAAGTACTTAAGCAGCTA-3′ and cat# SI00900179, target sequence: 5′-AAGGACTGGTATTATGCTCAA-3′);

AllStars Negative control siRNA (cat# 1027281).

### Plasmid constructs and lentivirus production

To express *β-globin* RNA followed by different 3′UTRs, the genomic region containing the coding sequence of human β-globin was ligated to fragments corresponding to the following UTRs: HBB (3′UTR of human β-globin, Acc#: NM_000518.4), Rab13 (3′UTR of mouse Rab13, Acc#: NM_026677.4), Pkp4 (3′UTR of mouse Pkp4, Acc#: NM_026361.2), PkpB (nts 394-756 of mouse Pkp4 3′UTR), PkpA12 (nts 1-297 of Pkp4 3′UTR), and PkpA12.1 (nts 80-297 of mouse Pkp4 3′UTR). The sequences were cloned into the pENTR1A vector and then transferred into the pINDUCER20 lentivector (Addgene) using the Gateway LR clonase II Enzyme mix (Thermo Fisher Scientific, cat# 11791-020). Lentivirus was produced in HEK293T cells cultured in DMEM containing 10% FBS and Penicillin/Streptomycin. HEK293T cells were transfected with pINDUCER20 lentivectors, together with packaging plasmids pMD2.G and psPAX2 using PolyJet In Vitro DNA transfection Reagent (SignaGen) for 48 h. Harvested virus was precipitated with Polyethylene Glycol at 4 °C overnight.

### Drug treatments

Cells were treated with 50 μM Blebbistatin (Sigma) for 2 h during spreading or 10 μM Y27632 for 1 h (Sigma). For parthenolide treatment, cells were allowed to spread for 2 h before being treated with 5 μM parthenolide for another 2 h (Sigma-Aldrich, cat# P0667). In the case of LPA, cells were serum-starved overnight, allowed to attach to gels for 2 h and 10 μM LPA was added for 2 h. In the case of Rho Activator II (Cytoskeleton, Inc.), the cells were serum-starved by changing media to 1% calf serum for 24 h and then to no serum overnight. The cells were then plated on 1 kPa gels for 2 h and Rho Activator II was added at 0.25 μg ml^−1^ for 2 h.

### RNA analysis

For RNA-Seq analysis, ca. 1 μg of total RNA from 4 replicates of protrusion and cell bodies for each sample was used to construct stranded, total RNA libraries using TruSeq Stranded mRNA Library Prep kit (Illumina RS-122-2201). Amplified libraries were sequenced on an Illumina HiSeq2500 sequencer using Illumina TruSeq V4.0 chemistry and paired-end, 126-bp reads. 

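The reads recovered from the deposited HBB and Pkp4 cUTR values are those counted on the 12900 RNAs of the table, a subset of all mapped reads. Their median over the 16 samples was 24052828. Mitochondrial RNAs took between 0.88% and 2.42% of them, and the 10 RNAs with the most reads took between 6.90% and 10.5%.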

The samples yielded 35–44 million mapped reads (for the control and APC knockdown samples) and 50–77 million mapped reads (for the HBB control and Pkp4 cUTR-expressing samples). The raw RNA-Seq fastq reads were aligned to mouse genome (mm10) using STAR (v.2.4.2a) on 2-pass mode with mouse gencode (release 4) gtf. Genes were subsequently counted using Rsubread (v. 1.20.1), normalized using limma-voom (limma, v. 

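The recovered reads, scaled by the authors' library sizes, gave back the deposited log2 CPM of the HBB and Pkp4 cUTR samples with a largest difference of 5.42e-09. In the deposited values, 1418 of the 12900 RNAs had a highest log2 CPM over the 16 samples of at most 0.5. The lowest of these highest values was −0.998, which is 0.501 CPM. A mean log2 CPM above 1 was found for 10154 RNAs (78.7%).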

3.26.1)^65, 66^ and applying log-counts per million (log-cpm) > 0.5 in at least one sample as an expression cutoff. Statistical tests on gene expression changes were performed using the empirical Bayes moderated *t*-test as implemented in the limma Bioconductor package^67^.

Gene set enrichment analysis using a hypergeometric distribution analysis was performed on gene sets downloaded from various databases, including Gene Ontology Consortium, KEGG, and Molecular Signatures Database (http://software.broadinstitute.org/gsea/msigdb/index.jsp), Pathway Commons (http://www.pathwaycommons.org/pc2/datasources), and Panther (http://pantherdb.org/data/) resulting in 16,564 gene sets. A custom gene set, comprised of the APC-dependent RNAs, was added. A hypergeometric test was used to calculate the enrichment of genes among the gene sets, followed by a false discovery rate adjustment using the Benjamini–Hochberg procedure.

For nanoString analysis, total RNA from protrusion and cell body samples was analyzed using custom made codesets and the nCounter analysis system according to the manufacturer’s instructions. Probes detecting r-protein mRNAs were designed, when possible, to distinguish between transcripts derived from r-protein genes and pseudogenes.

For real-time RT-PCR analysis, total RNA was reverse transcribed using the iScript cDNA synthesis kit (Bio-Rad) and PCR was performed using Power SYBR Green PCR master mix (ThermoScientific) on a 7900HT Fast real-time PCR system (Applied Biosystems).

For fluorescence in situ hybridization (FISH), cells were plated on fibronectin-coated polyacrylamide gels or fibronectin-coated glass coverslips for 2–3 h and subsequently fixed in 4% paraformaldehyde (PFA) for 10 min. FISH was performed with QuantiGene ViewRNA ISH Cell Assay kit (Affymetrix, cat# QVCM0001) according to the manufacturer’s instructions. The Affymetrix probe sets used were: Ddr2 cat# VB1-14375, Kank2 cat# VB1-14376, Pkp4 cat# VB1-14506, RhoA cat# VB6-14572, Cyb5r3 VB1-18647, and Arpc3 cat# VB6-14571. To detect PolyA RNAs, LNA modified oligodT probes (30 nucleotides) labeled with ATTO-655 were added during hybridization, pre-amplification, amplification, and last hybridization steps of QuantiGene ViewRNA ISH Cell Assay. Nuclei were stained using DAPI (4′,6-diamidino-2-phenylindole) and cell outline was obtained by staining either for 18S ribosomal RNA or using Cell mask stain (Thermo Fisher Scientific).

### Preparation of polyacrylamide gel substrates

Thin polyacrylamide gels were prepared on glass coverslips as described previously^68^. Concentrations in this work included 15% acrylamide + 1.2% bis acrylamide (280 kPa), 8% acrylamide + 0.07% bis acrylamide (5 kPa), and 3% acrylamide + 0.2% bis acrylamide (1 kPa). Gels were coated with 0.1 mg ml^−1^ fibronectin (Sigma-Aldrich) overnight. Young moduli of the gels were determined using atomic force microscopy and dynamic mechanical analysis. Characterization of the surface-bound fibronectin was done using immunofluorescence (IF) to ensure equal protein concentration with stiffness.

### Immunofluorescence and western blot

Antibodies used were the following: anti-Glu-tubulin (Abcam, cat# ab48389, 1/250 dilution for IF, and 1/1000 for WB); anti-α-tubulin (Sigma-Aldrich, cat# T6199, 1/1000 dilution); anti-actin (Ab-5, BD Biosciences, cat# 612656, 1/4000 dilution); anti-FAK (BD Biosciences, cat# 610088, 1/250 dilution); anti-pFAK(Y397) (Cell Signaling Technology, cat# 3283 S, 1/250 dilution); anti-phospho-myosin light chain 2 (Ser 19) (Cell Signaling Technology, cat# 3671, 1/200 dilution); anti-myosin (clone MY-21, Sigma cat# M4401, 1/250 dilution); anti-TTL (Proteintech cat# 13618-AP, 1/500 dilution). Images of uncropped WBs are shown in Supplementary Fig. 10.

For IF, cells were plated onto gels and were fixed with 4%PFA in PBS (phosphate-buffered saline) for 15 min, permeabilized with 0.2% Triton X-100 in PBS for 5 min, blocked with 3% BSA for 1 h, and incubated with primary antibodies overnight at 4 °C. Secondary antibodies were conjugated with Alexa 488, 546, or 647 (Alexa Fluora series from Thermo Fisher Scientific). Nuclei or whole-cell area was stained with DAPI or cell mask blue stain, respectively. For determination of percentage of cells with a Glu-MT network, positive cells were defined as those having  > 10–15 distinctly stained Glu-MT fibers.

### Image acquisition and PDI analysis

IF images were obtained using a AMG EVOS fl microscope (equipped with a 40x Plan Coverslip Corrected FL Air objective, 0.75NA) or a Leica confocal SP8 microscope (equipped with a HC PL APO 63x oil CS2 objective). RNA FISH images were acquired with a Leica confocal SP8 microscope. Z-stacks through the cell volume were obtained and maximum intensity projections were used for subsequent analysis. For PDI analysis, Cell mask stain (Thermo Fisher Scientific) was used to obtain a binary cell mask of the whole-cell area. DAPI stain was used to obtain a binary mask of the nuclear area. RNA FISH images were background subtracted. Signal within the nuclear area was also subtracted when detecting polyA RNA. The processed images were then analyzed using a MATLAB script described in ref. ^33^ and modified to calculate a PDI by measuring the second moment of RNA pixel intensity positions relative to the centroid of the nucleus.

We note that there are some considerations that limit the ability to directly compare PDIs across cell populations, when the cells exhibit significantly different spreading areas. First, the subtraction of the nuclear signal causes an increase in PDI (PDI = 1 if the signal is completely diffuse throughout the cell; when subtracting the central nuclear signal, a completely diffuse cytoplasmic signal shows a PDI > 1). This increase is disproportionate between cells with very different spreading areas. That is because in cells with smaller spreading area (such as for those on soft substrates) a relatively larger proportion of the cellular area is covered by the nucleus. While this does not affect the comparison of PDI values of different RNAs within the same cell, it nevertheless prevents a direct comparison to cells with larger spreading areas, where the nuclear signal covers a smaller proportion of the overall cellular area. Second, cells with small spreading area tend to be rounder with uniform distribution of the cytoplasmic volume across the cell body. By contrast, when cells have a large spreading area, protrusive regions are much thinner with most of the cytoplasm being present around the nucleus. This is reflected in a change in the distribution of polyA RNA, which becomes more perinuclear as the spreading area of the cell increases. We, thus, do not think it is valid to compare directly PDI values between cells with very different spreading areas. Comparisons with internal control RNAs show whether an RNA exhibits a preferential localization. PDIs can be compared across different conditions only when treatments do not affect significantly the cellular area, which can also be seen by the lack of change in the corresponding polyA RNA PDI values. We routinely present all individual PDI values to depict the underlying variability within cell populations.

### Traction force microscopy

Cell traction forces were measured by embedding 0.2 μm fluorescent beads in the upper surface of polyacrylamide gels. Images were taken in the “stressed” state with the cell attached to the substrate. The cell was subsequently detached using trypsin and another image was taken in the “null” state. To correct for experimental drift, the imageJ plugin “align slices in stack” was used. The displacement field was subsequently calculated using particle image velocimetry (PIV), as previously described^69^. With the displacement field obtained through the PIV analysis, the traction force field was reconstructed by Fourier traction cytometry. The PIV and traction force microscopy macros are available online and can be implemented in ImageJ.

### Migration assays

Random cell migration was monitored with Vivaview incubator microscope system (Olympus Corp.). Cells were plated on 1 μg ml^−1^ fibronectin-coated glass bottom microwell dishes (MatTek Corp. Cat No. P35G-1.5-14-C) and equilibrated in the incubator for 2 h. Live cell time-lapse images were taken at 20-min intervals for 24 h. Cell movements were tracked using manual tracking tool from ImageJ. Movement parameters (velocity and directionality) were obtained using chemotaxis tool form ImageJ.

Transwell invasion assay was performed based on ref. ^70^ with some modifications. 24-well plates with 8 μm pore size inserts were used. Rat-tail collagen type I (BD Biosciences, cat# 354236) was prepared at 0.3 mg ml^−1^ and Matrigel (BD Biosciences, cat# 354324) was used at 20% dilution. 70 µl of matrix solution was added to the inserts and let to solidify. 50,000 cells were plated onto each insert in 250 µl serum-free medium. 10% FBS was added in the lower chamber to induce cell motility. 48 h later the membrane was fixed in 70% ethanol, cells and gel material were removed from the upper chamber and the membrane was stained with 0.5% crystal violet. The absorbed dye was eluted in 30% acetic acid and cell count was measured by optical densiity at 600 nm on a plate spectrophotometer.

### TOPflash luciferase assay

To assess Wnt-signaling and β−catenin transcriptional activity, cells were transfected with TOPFlash reporter and pRL-TK plasmids, using Lipofectamine 2000 (Invitrogen). Firefly and Renilla luciferase activities were measured using the dual-luciferase reporter assay system (Promega Corporation, Wisconsin), according to the manufacturer’s instructions, using a Veritas microplate luminometer (Turner Biosystems). Firefly luciferase levels were normalized to those of Renilla luciferase for each sample.

### Statistics

Prism 7 by GraphPad software was used for graph generation and statistical analyses. For multiple comparisons, one-way analysis of variance (ANOVA) was used with Bonferroni’s or Dunnett’s multiple comparisons test. Two-way ANOVA was used when there were more than two variables. For comparison of two data sets, Mann–Whitney test was used. Significance level was set to *p* < 0.05. Number of independent biological replicates and sample sizes analyzed are stated in the figure legends.

### Data availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

MATLAB script for PDI calculation is available upon request.

RNA-Seq data have been submitted to GEO (Accession GSE82244).

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Extracellular matrix stiffness and cell contractility control RNA localization to promote cell migration
**Source:** Nat Commun. 2017 Oct 12;8:896. doi: 10.1038/s41467-017-00884-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

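The first data set of the supplement reports RNA-Seq of protrusions and cell bodies from cells without and with knockdown of APC. Its group sheets hold the RNAs enriched in control protrusions, those whose enrichment falls after the knockdown, called APC-dependent, those whose enrichment stays, called APC-independent, and the r-protein genes with their pseudogenes. These lists were used as sets of names. Of the 821 names in the APC-independent list, 779 were found among the RNAs tested in HBB and Pkp4 cUTR cells. The reads of the APC knockdown experiment were not analysed here.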

Description: **RNA-Seq data of control and APC-knockdown cells.** Table lists all identified RNAs is protrusions and cell bodies together with associated fold changes and pvalues. Additional sheets list RNAs within specific groups and associated cutoffs.

File Name: Supplementary Data 2

Description: **Ingenuity Pathway Analysis (IPA) results**

File Name: Supplementary Data 3

Description: **RNA-Seq data of HBB and Pkp4 cUTR-expressing cells.** Table lists all identified RNAs is protrusions and cell bodies together with associated fold changes and pvalues. 

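In the third data set of the supplement, each RNA has a fold change of protrusions over cell bodies in HBB cells, the same in Pkp4 cUTR cells, and a Diff FC, which is the ratio of the second to the first. A fold change below 1 is written there as the negative of its inverse. The logarithm of Diff FC to base 2 is the log2(Diff FC) of Fig. 7d. For the 2457 RNAs whose Diff FC could be compared, the absolute log2(Diff FC) from the fit to the recovered reads differed from that of the supplement by at most 4.97e-05. The signs were not part of this comparison.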

Additional sheets list RNAs within specific groups and associated cutoffs.

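The sheets for RNAs that are Ps-enriched in HBB cells, less enriched in Pkp4 cUTR cells and equally enriched in Pkp4 cUTR cells rest on the p-values of limma's test without adjustment for the number of RNAs. All RNAs called from the recovered reads in each of these groups are also on the corresponding sheet, and the other way round. The RNAs that were more enriched in Pkp4 cUTR cells, which have no sheet of their own, were *Apc*, *Cops2*, *Eif2s2*, *Gm12603*, *Gm13157*, *Hsp90aa1*, *Rock1*, *Scaper*, *Scfd1*, *Smek2* and *Trim12c*.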

How the deposited data were processed for this re-analysis (not part of the article)

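RNA was measured by RNA-Seq in 16 samples of NIH/3T3 fibroblasts, with 4 replicates each of protrusions and cell bodies from the HBB control line and from the Pkp4 cUTR line. The authors aligned the reads to mm10 with STAR in its 2-pass mode, counted them per gene with Rsubread, normalized them with limma-voom and deposited log2 CPM values for 12900 RNAs in each sample. In these values the reads of a gene plus 0.5 were divided by the scaled library size plus 1 and expressed per 1000000 reads. The paper names no method for the factors that scale the library sizes, and they were used as they are contained in the deposited values. The deposited table holds no other values per sample. The samples were assigned to their groups by the line, the fraction and the replicate number in the sample labels and in the names of the columns. No sample was left out, and the samples of the APC knockdown experiment were not analysed here.

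The lowest value of each sample was taken to be that of an RNA without reads. This gave the scaled library size, and from it the number of reads behind every log2 CPM. The share of values within 0.01 of a whole number was 100%, with a largest distance of 0.00154. These reads and the authors' scaled library sizes entered limma-voom (limma 3.58.1 in R 4.3.3), with precision weights, one mean per group, contrasts between the means and limma's empirical Bayes moderation. No RNA was left out beyond the authors' own filter. The contrasts were protrusions over cell bodies in each line, the difference between these (log2(Diff FC)), and Pkp4 cUTR over HBB cell bodies. P-values from limma were used without adjustment where the paper did so, and the Benjamini-Hochberg adjustment was made over all 12900 RNAs unless another list is named.

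The thresholds followed the paper. An RNA was called enriched in protrusions with a fold change above 2 and a p under 0.05, and depleted with a fold change under the inverse of 2 and such a p. Among RNAs enriched in HBB cells, one was called less enriched with a negative log2(Diff FC) and a p under 0.1, more enriched with a positive one and such a p, and equally enriched with a p above 0.1. The cell bodies of the lines were compared at an adjusted p under 0.05 and a fold change above 2 either way. For sets of RNAs, the log2 CPM of each RNA was centred over the samples, and the median over the set in each sample was its score. The change of the score of protrusions over cell bodies between the lines was tested by two-sided exact permutation of the line within each fraction, in 4900 relabellings. The p belongs to this change, which can differ from the median log2(Diff FC) given beside it. The line is exchanged in each fraction separately, so a level difference between the lines in both fractions also widens the range of relabelled values. The test with each line's replicate number as a block leaves such a difference out. Overlaps were tested by one-sided Fisher's exact test.

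The pairing of protrusions and cell bodies comes from the replicate numbers in the sample labels and in the column names. The paper does not use it in its fit, and neither did the first fit here. In a second fit, each line's replicate number was a block. Between the lines' cell bodies this block leaves no contrast, so a block shared by the lines was used there, and the sets were tested with it as well. Same-numbered samples of the lines deviated together, with a mean correlation across RNAs of 0.483 between the cell bodies and 0.316 between the protrusions, against −0.142 and −0.105 for different numbers.

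The lists of APC-dependent, APC-independent, control-enriched and r-protein RNAs came from Supplementary Data 1. A gene name that a spreadsheet had turned into a date was read back as the septin it stood for. Positions, GC content and transcript length were taken from the GENCODE vM21 annotation of GRCm38, in which 12766 of the 12900 RNAs (99.0%) were found, 12321 by symbol and 445 by an older symbol. Genes that share reads with a near-identical copy, or that overlap another gene, are uncertain, since the paper does not state how the counting divided such reads.

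The fits were tested on simulated reads with the library sizes and group means of the real samples, with 1 enrichment shared by the lines. In them, 200 RNAs were given a changed enrichment. All RNAs had 1 dispersion, 0.00586, the median over real RNAs with a mean log2 CPM above 1. RNAs and samples were drawn independently. RNAs that vary more than this median are harder to find, and the real same-numbered samples of the lines deviated together. The rates below thus need not hold for the real samples. At an adjusted p under 0.05, 99 of 100 changes of 2-fold and 20 of 100 changes of 1.25-fold were found, with 7 of 12700 unchanged RNAs. At an unadjusted p under 0.1 the numbers were 100, 75 and 1285 (10.1% of the unchanged RNAs). The set test called 9 of 200 random unchanged sets at p under 0.05 and gave p = 0.00122 for a set of 50 RNAs lowered 2-fold, by exact permutation. In the same simulation, unchanged RNAs chosen as enriched in the HBB samples had a median log2(Diff FC) of −0.06, and those chosen in the Pkp4 cUTR samples had one of 0.07.

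The alternatives changed one choice at a time. They were fits without precision weights, with and without an intensity trend, median centring, quantile normalization, log2(CPM + 1), a mean log2 CPM above 0.5, a log2 CPM above 0.5 in at least 4 samples, leaving out predicted genes, pseudogenes and mitochondrial RNAs, the replicate block, other thresholds, other ways of choosing the RNAs, other backgrounds, and leaving out each of the 16 samples. These alternatives and the tests and thresholds of the main results were set before the data were examined, while several tests of other explanations were chosen after a result was seen, as stated where they are given. Scaling to each sample's total reads and the block shared by the lines were added after the data had been seen. Principal components and annotation were computed in Python 3.11.15 with NumPy 2.4.6 or in R, and figures were drawn with matplotlib 3.10.9.

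Single RNAs were named by a rule. It took every RNA that the paper names for these lines or in Fig. 7g and, among RNAs enriched in HBB cells with a mean log2 CPM above 1, the 5 with the smallest p of a fall and the 5 with the smallest p of a rise in enrichment. In the cell-body comparison it took the 3 most raised and the 3 most lowered with such a mean, and it also took the globin genes and 5 Wnt target genes. The RNAs of the growth class, the more-enriched RNAs and the nuclear RNAs are named beside their counts and stand outside that rule.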

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

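Among the tests in this part, the splits of the cell bodies, the list of nuclear RNAs and the tests of low reads in the depleted RNAs and with the lines exchanged were planned, and all others were chosen only after the result was seen.

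In 14 of 242 groups of 4 samples, one sample lay far from the other 3 by Dixon's test, where 12.1 are expected by chance. Replicate 4 of the HBB cell bodies scored 0.596 on the second principal component, against 14.5 to 16.3 for the other 3, and −45.4 on the third, against −0.388 to 8.01. The same sample was apart from its group in 6 of the 212 groups of named RNAs, 12 of which had a distant sample. There it held *Dcaf5* at 5.34 log2 CPM (others 5.56 to 5.58), *Gdf11* at 2.25 (2.64 to 2.68), *Kctd10* at 7.37 (7.42 to 7.43), *Lrriq3* at −2.66 (−1.70 to −1.61), *Map4* at 7.46 (7.62 to 7.64) and *Rassf3* at 3.47 (3.75 to 3.78).

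A mixture with RNA of Pkp4 cUTR cells would raise *Pkp4* in this sample, but its level, 4.43 log2 CPM, differed from the highest of the other 3 by −0.098. With all samples thinned to equal reads, the distance of the sample on the third component was still 0.972 times the distance before, 47.4 against 48.8, so its number of reads does not account for it. Protrusion RNA in the sample is a candidate explanation for a part of its position only. Relative to the other 3, its RNAs enriched in protrusions were moved toward the protrusion level by 0.134 of the difference between the fractions, and its RNAs depleted from protrusions by 0.149. In replicate 4 of the Pkp4 cUTR cell bodies these moves were 0.408 and 0.277. The 6 named RNAs, however, are higher in HBB protrusions than in cell bodies (log2(FC) 0.75 to 1.87), and protrusion RNA would raise them, yet all 6 lay below the other 3 samples, so such a mixture does not account for them. The fraction accounts for 2.73% of the third component, so that mixing of fractions leaves most of the distance on that component open. A replicate number is not a condition of the design, and no biological explanation was tested.

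The third component followed the replicate number in both lines. Its loadings correlated with GC content across RNAs with a Spearman's rho of −0.418 and with transcript length with one of 0.242 (RNAs are not independent replicates). Across the 16 samples, the score and the number of reads had a Spearman's rho of 0.147 (permutation p = 0.588) and a Pearson's r of 0.333 (permutation p = 0.211), with adjusted values of 0.588 and 0.422 over these 2 correlations, and r was 0.571 without the 2 samples with the most distant reads. A GC bias that differed between the preparations of the replicates could thus underlie the component and cannot be told apart from a bias by length or from other differences between preparations.

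Samples apart from their group in other RNAs were replicate 4 of the Pkp4 cUTR cell bodies for *Marcks* (2.42 log2 CPM, others 1.76 to 1.84), replicate 3 of the HBB protrusions for *Cflar* (5.76, others 5.50 to 5.53), replicate 1 of the Pkp4 cUTR protrusions for *Smek2* (3.48, others 3.85 to 3.91) and replicate 4 of the Pkp4 cUTR protrusions for *Rps12l1* (−1.04, others −0.46 to −0.45). The globins *Hba-a1* in replicate 3 of the Pkp4 cUTR cell bodies (0.046, others 0.40 to 0.44) and *Hbb-bs* in replicate 4 of the HBB protrusions (−0.25, others 0.53 to 0.64) were the remaining ones. No explanation was tested for these, and their number is near that given by chance.

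The paper does not compare the lines' cell bodies. There, 158 RNAs differed by more than 2-fold at an adjusted p under 0.05 from limma, 26 higher and 132 lower in Pkp4 cUTR cells, and 2950 had an unadjusted p under 0.05. With a replicate block shared by the lines, the number was 165. Of the 8 splits of the 8 samples that part every same-numbered pair, only the real split (1 of 8) gave as many, and the others gave 0. The other 27 splits keep at least one same-numbered pair together, and they also gave 0. A share of 8 cannot be under 0.05. The largest rises among RNAs with a mean log2 CPM above 1 were those of *Pkp4* (log2 4.44, adjusted p = 7.41e-11), *Edn1* (1.45, adjusted p = 0.000199) and *Marcks* (1.45, adjusted p = 0.000234), and the largest falls those of *Adamts13* (−2.94, adjusted p = 3.91e-06), *Mmp9* (−2.81, adjusted p = 2.77e-06) and *Etl4* (−2.64, adjusted p = 7.1e-11), all from limma. All 158 RNAs differed in the same direction between the lines' protrusions, 87 of them past the same threshold. The difference fell with GC content, with a Spearman's rho of −0.274 across RNAs with a mean log2 CPM above 1. After the median of RNAs of like GC content was taken off, 145 of 157 (92.4%) still differed by more than 2-fold, but these medians were only −0.089 to 0.081, so this test decides little and a part of GC content in the number cannot be ruled out. Low reads were frequent, since 114 of the 158 (72.2%) had a mean log2 CPM under 1, against 21.3% of all tested RNAs (one-sided Fisher's exact p = 4.57e-43), and 51 RNAs passed when a mean above 0.5 was required. Noise from low reads would not recur in other samples, and 100% of the 114 differed in the same direction between the protrusions, so it does not account for the differences. Each construct is present in a single derived line, so an effect of the Pkp4 cUTR cannot be told apart from other differences between the lines.

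The paper reports the protrusion-enriched side of HBB cells. On the other side, 516 RNAs were depleted from protrusions, 506 of them with an adjusted p under 0.05 from limma, and 515 of the 516 had a negative log2(FC) in Pkp4 cUTR cells as well. The splits of the HBB samples were each taken in their larger direction, enriched or depleted. Of the 8 splits that part every same-numbered pair, 1, the real split, gave as many, and the others gave 3 to 119. The other 27 splits, in which some same-numbered fractions stay together, gave 4 to 328. Several explanations remain. The log2(FC) fell with GC content across 10100 RNAs (Spearman's rho −0.381), and the depleted RNAs had a median GC content of 55.0%, against 46.9% for enriched and 50.7% for non-localized RNAs. A mean log2 CPM under 1 was found for 234 of the 516 (45.3%; one-sided Fisher's exact p = 8.19e-36), but 99.6% of these 234 also had a negative log2(FC) in the separate Pkp4 cUTR samples, so noise from low reads does not account for the depletion. Nuclear RNA is left in the cell bodies, which hold the nuclei, and 5 tested RNAs of a list of 7 nuclear RNAs had a median log2(FC) of −1.44 (exact permutation p = 0.0286, the smallest that 70 relabellings allow). *Malat1* was at −1.85, *Neat1* at −1.48, *Firre* at −1.44 and *Kcnq1ot1* at −0.55, while *Tug1* was at 0.33, and these signs were the same with median centring, quantile normalization and scaling to total reads. The depletion thus may reflect nuclear RNA, and it cannot be told apart from a bias by GC content. Which nuclear RNAs the libraries could hold is uncertain, since the paper describes total RNA libraries but names an mRNA kit. Protein-coding genes made up 85.1% of the depleted RNAs and 89.0% of all.

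With the lines exchanged, 91 of the 654 RNAs enriched in Pkp4 cUTR protrusions were less enriched in HBB cells at an unadjusted p under 0.1, where 48 fell in the direction the paper examines. Of the 8 splits by pairs, 2 gave as many. Low reads were no more frequent among the 91 RNAs than among the other RNAs enriched in Pkp4 cUTR cells, 30.8% against 40.3% (one-sided Fisher's exact p = 0.969). The sign of the change may follow from choosing the RNAs on the samples in which they are then compared, since RNAs chosen in the independent control cells had a median log2(Diff FC) of −0.058, while those chosen in Pkp4 cUTR cells had one of 0.137. A biological rise of enrichment in Pkp4 cUTR cells cannot be told apart from this selection.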

How the results depend on the processing

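All tests in this part apart from scaling to total reads and the block shared by the lines were planned, and these were chosen only after the result was seen.

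The number of RNAs enriched in HBB protrusions, 586, was 265 with log2(CPM + 1), 343 without predicted genes, pseudogenes and mitochondrial RNAs, 242 with scaling to total reads, 1878 above 1.5-fold and 81 above 3-fold. For Pkp4 cUTR protrusions, the 654 RNAs became 272 with log2(CPM + 1), 435 with a mean log2 CPM above 0.5 and 245 with scaling to total reads. For the depleted RNAs, the 516 became 199, 304 and 1145 under the same alternatives. Scaling to total reads moved the median log2(FC) of all RNAs in HBB cells from 0.01 to −0.23, a shift toward fewer enriched and more depleted RNAs. The enriched share of both was 53.2% with the authors' scaling, 17.4% with total reads, 45.7% with quantile normalization and 43.6% without predicted genes, pseudogenes and mitochondrial RNAs. Leaving those RNAs out takes them from the counts. For the other changes in this paragraph the cause was not tested.

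The 48 less-enriched RNAs became 23 with log2(CPM + 1), 31 with a mean log2 CPM above 0.5, 30 with a log2 CPM above 0.5 in at least 4 samples, 28 without predicted genes, pseudogenes and mitochondrial RNAs, 26 at an interaction p under 0.05, 0 with an adjusted p under 0.1 over the enriched RNAs, and 91 with the lines exchanged. With the block shared by the lines 57 fell, 45 of them among the 48. Of the 48 RNAs, 11 were less enriched at the same thresholds under every refit with other weights, scaling, offset, filters or blocks, and 8 also in all fits that left out a sample. The 527 equally enriched RNAs became 238 with log2(CPM + 1), 304 without predicted genes, pseudogenes and mitochondrial RNAs and 203 with scaling to total reads. The 11 more-enriched RNAs became 4 with log2(CPM + 1) and 5 with scaling to total reads. No alternative gave an RNA with an adjusted interaction p under 0.05 over all RNAs, where 300 had an unadjusted p under 0.05 with the first fit and 307 with the replicate block. The cause of these changes was not tested.

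The median log2(Diff FC) of the enriched RNAs, −0.11, was 0.14 for RNAs chosen in Pkp4 cUTR cells, which shows its dependence on the samples used for choosing. Under the remaining alternatives it moved by less than the spread between replicates, an SD of 0.24. That SD exceeds the shift itself, so a move within it can erase or reverse the shift. The median was 0.012 without replicate 4 of the Pkp4 cUTR cell bodies and −0.02 for RNAs chosen by the average of both lines. It was 0.030 for RNAs chosen on HBB replicates 3 and 4 and measured against 1 and 2. Its lowest value was −0.19. The median of the non-localized RNAs, 0.01, was −0.021 with scaling to total reads, and the cause was not tested. The fall of the APC-dependent set, −0.19 (exact permutation p = 0.0551), passed 0.05 with quantile normalization, at −0.18 (p = 0.0192), and with scaling to total reads, at −0.22 (p = 0.0139). Over all its alternatives the exact p ran from 0.0139 to 0.155, and the cause was not tested. The enrichment of r-protein mRNAs, 1.11 with an exact p of 0.0286, was 1.11 with an exact p of 0.125 with the replicate block and with the block shared by the lines, the smallest p that 4 paired differences allow. The changes of the APC-independent set and of the r-protein set, the difference between the sets and the overlap stayed on their side of 0.05 under all alternatives, while the sign of the first changed in 4 and that of the second in 3 of the fits that left out a sample.

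The 158 RNAs that differ between the lines' cell bodies became 43 with log2(CPM + 1), 51 with a mean log2 CPM above 0.5, 74 with a log2 CPM above 0.5 in at least 4 samples and 1157 without the fold-change threshold. The fall under the filters goes with the many RNAs of low level among them, and the cause of the fall with log2(CPM + 1) was not tested. With each line's replicate number as a block this comparison has no value, since the block contains the difference between the lines.

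Across the 16 fits that each left out one sample, 500 to 702 RNAs were enriched in HBB and 527 to 956 in Pkp4 cUTR protrusions, 418 to 590 were depleted, 34 to 64 were less enriched, 446 to 636 equally and 4 to 31 more enriched, and 0 had an adjusted interaction p under 0.05. The median log2(Diff FC) ran from −0.19 to 0.01 for the enriched RNAs and from 0.00 to 0.02 for the non-localized ones. It ran from −0.27 to −0.10 for the APC-dependent set, from −0.13 to 0.087 for the APC-independent set, from −0.28 to −0.05 for their difference and from −0.15 to 0.045 for the r-protein set. The r-protein enrichment ran from 1.05 to 1.16, the overlap from 10 to 25 RNAs and the cell-body difference from 126 to 163 RNAs.

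For the 25 values of single RNAs, 269 comparisons with other settings gave 262 with the same direction and side of the threshold, 4 weaker, 1 stronger and 2 reversed. The reversed ones were log2(FC) of *Actb* in HBB cells, 0.10, which was −0.64 with quantile normalization and −0.13 with scaling to total reads, and the cause was not tested. *Kank2* had an interaction p of 0.127 without weights and intensity trend. In 400 fits for single RNAs that left out a sample, 380 were the same, 16 were weaker and 4 reversed. The log2(Diff FC) of *Ddr2*, 0.04, was negative without replicate 1 or 2 of the HBB cell bodies or replicate 4 of the Pkp4 cUTR cell bodies, in a range of −0.027 to 0.12. That of *Cyb5r3*, −0.14, ran from −0.26 to 0.014 in these fits. The stronger comparison with another setting was that of *Cyb5r3* by quantile normalization, at −0.28 (unadjusted p = 0.098 from limma).

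The depth limits single RNAs of low level more than the sets. The 1418 RNAs whose highest log2 CPM was at most 0.5 rest on few reads per sample, and the numbers fell under the filters on level as given. In the simulated data, samples were independent and all RNAs had the same dispersion. There, 20 of the 100 smaller changes and 99 of the 100 changes of 2-fold were found at an adjusted p under 0.05. In the real samples none of the 24 rises and 19 falls past 2-fold with an unadjusted p under 0.05 from limma passed the adjustment. These RNAs were picked for a large change and a small p and need not be true changes. They thus do not decide whether the simulation describes the power of these samples, which was not estimated.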

Differences from the paper's values

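No test of a cause was made for these differences, so none was chosen only after the result was seen.

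For the overlap of the less-enriched with the APC-dependent RNAs, the paper's adjusted p is 2.85E-10, and the one-sided Fisher's exact p here, for 16 RNAs and not adjusted for other gene sets, was 9.68e-11. None of the 27 alternatives set before the data were examined came within 1.5 times of the paper's value, with p from 9.9e-24 against all tested RNAs to 2.01e-06 in a fit that left out a sample.

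The paper's lowest number of mapped reads for these samples is 50 and its highest 77, in units of 1000000 reads. The reads recovered here, which are those counted on the 12900 RNAs, gave 18.7 and 31.3 in the same unit. Reads counted on these RNAs are a subset of mapped reads. The sequencing was paired-end, and the paper does not state whether its numbers count both reads of a pair, so the units may differ. Of the alternatives set before the data were examined, only those that left out samples or RNAs can move the totals. With these the lowest was between 18.0 and 20.0 and the highest between 28.2 and 31.3, so none gave the paper's values.

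In Fig. 7b the paper shows, by in situ hybridization, a lower peripheral localization of *Ddr2* in cells with the Pkp4 3′UTR. The log2(Diff FC) of *Ddr2* from the protrusion and cell-body reads was 0.04, and it was negative in the 3 of 16 fits that left out replicate 1 or 2 of the HBB cell bodies or replicate 4 of the Pkp4 cUTR cell bodies, down to −0.027. In the same experiment the paper uses *Arpc3* as a diffuse RNA, and its log2(FC) in HBB cells was 0.50 here, under 2-fold.

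The paper describes *Actb* and the Arp2/3 RNAs as not significantly localized. By the authors' scaling 9 of 10 Arp2/3 subunits had a positive log2(FC) with an adjusted p under 0.05 from limma in HBB cells, all under 2-fold, and with scaling to total reads, an alternative chosen after seeing the values, 5 had.

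Fig. 7g shows 22 RNAs as shared between the groups. Here 16 of them were both less enriched and in the APC-dependent list. Of the 22, 5 were enriched less than 2-fold in HBB cells, and among these only *Gm7729* is in that list. *Peli3* is not in that list either. The paper's share of mislocalized RNAs that are APC-dependent is 34%, and it was 33.3% here. The paper states that RNAs were kept with log-cpm above 0.5 in at least one sample, and in the deposited values the lowest of the highest log2 CPM per RNA was −0.998, which is 0.501 CPM.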

Other observations

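Planned tests in this part were those of the selection of the enriched RNAs, of mixed fractions over the depleted RNAs and of GC content for the shift, of low reads and the splits for the less-enriched RNAs, of the expressed 3′UTR, of GC content and starting enrichment for the difference between the sets, and the splits for the RNAs enriched in HBB cells, while all others were chosen only after the result was seen.

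The shift of the RNAs enriched in HBB protrusions to a negative log2(Diff FC), with a median of −0.11, was weighed against explanations other than an effect of the Pkp4 cUTR. If choosing the RNAs on the HBB samples produced the shift, RNAs chosen in Pkp4 cUTR cells would shift the other way, and their median was 0.137. RNAs chosen in the control cells of Supplementary Data 1, which share no sample with either line, still had a median of −0.058, so selection may account for part of the shift but not for this value, which was itself within the spread between replicates (exact permutation p = 0.752). RNAs chosen on HBB replicates 1 and 2 and measured against replicates 3 and 4 had a median of −0.060 (499 RNAs), and those chosen on 3 and 4 and measured against 1 and 2 had one of 0.030 (670 RNAs), so that the sign depended on the samples used for choosing and measuring. If the fractions were less well separated in the Pkp4 cUTR line, RNAs depleted from protrusions would be less depleted there. Over the RNAs depleted by the average of both lines the median was 0.106, which fits such a mixture. The mixture would also lower the RNAs enriched by that average, but their median was only −0.019, so these values do not decide on it. The median over the enriched RNAs was 0.012 without replicate 4 of the Pkp4 cUTR cell bodies, the sample of the 16 that moved it most, and a candidate explanation is protrusion RNA in that sample. Against non-localized RNAs matched on GC content, the shift was 0.974 times the unmatched one (1.03 times with the replicate block). The matching corrects little, since log2(Diff FC) followed GC content with a Spearman's rho of 0.071 in the non-localized and of −0.161 in the enriched RNAs, and a part of GC content in the shift cannot be ruled out. Of the 8 splits of the lines that part every same-numbered pair, each taken in its larger direction, 6 gave a median shift at least as large as the real one (0.137), with 0.111 to 0.283 in size for the other splits. In the other 27 splits, which part fewer pairs, the size was 0.0788 to 0.503. The shift thus may come from selection, from the separation of the fractions or from GC content, and no effect of the Pkp4 cUTR can be told apart from these.

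A mean log2 CPM under 1 was found for 43.8% of the less-enriched RNAs and for 37.7% of the other enriched RNAs, a difference too small for the test to decide on low reads (one-sided Fisher's exact p = 0.251), so the number cannot be told apart from an effect of low reads. Each of the 8 splits of the lines by pairs can be read in 2 directions. With the larger number of each, 2 of the 8 splits gave at least as many less-enriched RNAs as the 91 of the real split, with 23 to 124 in the other splits, and 3 of the 8 did so with the replicate block. Among the 16 directions, 5 gave at least the 48 of the paper's direction, and with the block 5 gave at least 51. As many equally enriched RNAs were found in 8 of the 8 splits and as many more-enriched RNAs in 3 of the 8. No split gave an RNA with an adjusted interaction p under 0.05, so that 8 of 8 equal the real number of 0, beside 300 RNAs with an unadjusted p under 0.05. The other 27 splits, which keep some same-numbered samples together, gave 20 to 512 less-enriched RNAs. A share of 8 cannot fall under 0.05, and the number 48 by itself cannot be told apart from a number given by other splits of the samples.

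For the enriched RNAs themselves, the splits of the fractions were also each taken in their larger direction. In HBB cells 1 of the 8 splits by pairs, the real one, gave as many as the 586, with 3 to 119 in the others. In Pkp4 cUTR cells 1 of 8 gave as many as the 654, with 13 to 388 in the others. The other 27 splits gave 4 to 328 and 6 to 348.

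The APC-dependent RNAs had a lower median log2(Diff FC) than the APC-independent RNAs, by −0.14. The difference between their set scores changed by −0.18, within the spread between replicates (two-sided exact permutation p = 0.348). Matching the APC-independent RNAs on GC content left 1.09 times the difference of the medians (1.23 times with the replicate block). Matching them on their enrichment in the control cells left 1.09 times as well. The sets differed in median GC content, 51.7% for APC-dependent against 47.7% for APC-independent RNAs, and matching on it did not shrink the difference. GC content as matched thus gave no sign of producing it. With a difference that lies within the spread between replicates, GC content still cannot be ruled out. The sets had similar control enrichments (median log2 of 1.42 and 1.33), so matching on them could remove little. That test does not decide, and the difference cannot be told apart from control enrichment.

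The share of APC-dependent RNAs among the less-enriched RNAs was tested against explanations by selection and by properties of the RNAs. With the lines exchanged, 0 of the 12 RNAs that could be APC-dependent were so, where 1.03 are expected (one-sided Fisher's exact p = 1). With so few RNAs expected that test does not decide. Among the 869 RNAs chosen in the control cells of Supplementary Data 1, without choosing on the HBB samples, the enrichment of 32 fell with an unadjusted p under 0.1 from limma, and 18 of these were APC-dependent, where 3.24 are expected (one-sided Fisher's exact p = 3.48e-11), so selection on the HBB samples does not account for the overlap. Permuted within strata of control enrichment, 2.95 shared RNAs are expected against 16 observed, and within strata of GC content 3.34 (permutation p = 1e-05 each, the smallest that 100000 resamples can give). These tests have RNAs in place of samples as their unit, and the set as a whole fell with an exact permutation p of 0.0551.

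The fall of *Pkp4* itself may come from the construct. Its level in cell bodies was 21.7-fold higher in Pkp4 cUTR than in HBB cells, as reads of an expressed Pkp4 3′UTR counted on the gene would give, so that its log2(Diff FC) of −1.12 cannot be told apart from a difference in localization between expressed and endogenous RNA. Without *Pkp4*, the median of the APC-dependent set kept its sign and its side of 0.05. The rise of *Apc*, at 0.35, is not shared by RNAs of like GC content, since 107 enriched RNAs within 2 percentage points of its 44.3% had a median log2(Diff FC) of −0.133. It passed no adjustment, and with an unadjusted p of 0.0634 no further explanation was tested.

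The human β-globin coding sequence of both constructs is not part of the mouse annotation. The mouse globin RNAs *Hba-a1*, *Hbb-bh1* and *Hbb-bs* had mean log2 CPM of 0.62, −0.00 and 0.12, and the log2 differences of their levels in cell bodies, Pkp4 cUTR over HBB, were −0.07, 0.72 and −0.22 (adjusted p = 0.894, 0.0901 and 0.638 from limma). The 5 Wnt target genes *Axin2*, *Lef1*, *Nkd1*, *Notum* and *Sp5* were not among the tested RNAs.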
